# Altered TGFB1 regulated pathways promote accelerated tendon healing in the superhealer MRL/MpJ mouse

**DOI:** 10.1038/s41598-022-07124-4

**Published:** 2022-02-22

**Authors:** Jacob G. Kallenbach, Margaret A. T. Freeberg, David Abplanalp, Rahul G. Alenchery, Raquel E. Ajalik, Samantha Muscat, Jacquelyn A. Myers, John M. Ashton, Alayna Loiselle, Mark R. Buckley, Andre J. van Wijnen, Hani A. Awad

**Keywords:** Tendons, Transcriptomics, Next-generation sequencing, Senescence

## Abstract

To better understand the molecular mechanisms of tendon healing, we investigated the Murphy Roth’s Large (MRL) mouse, which is considered a model of mammalian tissue regeneration. We show that compared to C57Bl/6J (C57) mice, injured MRL tendons have reduced fibrotic adhesions and cellular proliferation, with accelerated improvements in biomechanical properties. RNA-seq analysis revealed that differentially expressed genes in the C57 healing tendon at 7 days post injury were functionally linked to fibrosis, immune system signaling and extracellular matrix (ECM) organization, while the differentially expressed genes in the MRL injured tendon were dominated by cell cycle pathways. These gene expression changes were associated with increased α-SMA+ myofibroblast and F4/80+ macrophage activation and abundant BCL-2 expression in the C57 injured tendons. Transcriptional analysis of upstream regulators using Ingenuity Pathway Analysis showed positive enrichment of TGFB1 in both C57 and MRL healing tendons, but with different downstream transcriptional effects. MRL tendons exhibited of cell cycle regulatory genes, with negative enrichment of the cell senescence-related regulators, compared to the positively-enriched inflammatory and fibrotic (ECM organization) pathways in the C57 tendons. Serum cytokine analysis revealed decreased levels of circulating senescence-associated circulatory proteins in response to injury in the MRL mice compared to the C57 mice. These data collectively demonstrate altered TGFB1 regulated inflammatory, fibrosis, and cell cycle pathways in flexor tendon repair in MRL mice, and could give cues to improved tendon healing.

## Introduction

Flexor tendons transmit the intricate muscle forces required to move the digits freely. These hierarchically structured and tightly aligned collagen-rich connective tissues are sparsely populated and maintained by tenocytes, which are fibroblast-like cells that express phenotypic transcriptional factors including scleraxis (Scx)^1,2^, mohawk (Mkx)^3,4^, the tendon matrix protein of collagen type I (Col1), and non-collagenous proteins such as the glycoprotein tenomodulin (Tnmd)^5,6^. Injuries to flexor tendons, particularly in zone II of the hand, are susceptible to debilitating fibrotic adhesions, which compromise tendon gliding, strength, and range of motion, which is often attributed to the tendon’s sparse cellularity^7^ and vascularity^8^. Upon injury, tendon healing proceeds in three canonical and overlapping phases: (1) an inflammation phase, (2) a proliferative, reparative phase, and (3) a remodeling phase^9,10^. Immediately following tendon injury, acute cytokine and chemokine production signals circulating and peripheral inflammatory cells, predominantly leukocytes, to the hematoma forming at the injury site. The proliferative, reparative phase is driven by intrinsically and extrinsically derived fibroblasts, including the tenocytes, fibroblasts from the loose connective tissues enveloping the tendon (epitenon or paratenon) and its collagenous fascicles (endotenon) and perivascular cells^11^. These fibroblasts scaffold a fibrovascular provisional matrix (granulation tissue) rich with collagen type III to partially restore tissue continuity. The remodeling phase, which is typically protracted, gradually replaces the provisional matrix with native tissue ECM components that are restructured to restore uninjured tissue mechanical properties, mediated by enzymatic activity of matrix metalloproteinases (MMPs). Time-dependent activation of Scx-expressing cells within the injury microenvironment is thought to constitute regenerative tendon healing in embryonic and neonatal tendons, whereas the activation of α-SMA^+^ myofibroblasts precipitates scar-mediated healing in adult tendon tissue^12–15^. Fibrotic scar persistence is thought to occur from an inadequate regenerative response from the native Scx-expressing cells, chronic presence of inflammatory cells and signals, heightened myofibroblast activity, and aberrant MMP remodeling^16^. Despite recent advances elucidating the cellular and molecular mechanisms of tendon healing, gaps in knowledge remain and have hindered the identification of novel therapeutic candidates that could prevent fibrosis and stimulate regenerative tendon healing.

Multifarious studies have identified the Murphy Roth’s Large (MRL/MpJ) mouse as a promising mouse model of mammalian tissue regeneration due to its ability to restore native-like tissue structures and properties within the ear^17^, skin^18^, skeletal muscle^19,20^, articular cartilage^13,21–23^, and tendon^24–26^. Originally hypothesized that the immunomodulated systemic environment in MRL mice drove these regenerative phenotypes^21^, studies show the necessity of blood flow or vasculature to recapitulate native tissue structures such as skin^27^, while more avascular tissue injuries such as cartilage demonstrate minimal improvements^21^. Even though uninjured tendon is hypovascular, a recent patellar tendon defect study removed the central third of the patellar tendon from MRL and C57BL/6J (C57) mice and demonstrated that MRL patellar tendons recapitulate near native biomechanical properties^25^. More recent studies injured the patellar tendon with a 0.75 mm tendon mid-substance biopsy punch and again demonstrated that MRL patellar tendons heal to near native biomechanical properties with an attenuated inflammatory response, heightened MMP activity, and improved ECM alignment^24,26^. While the MRL enhanced regenerative potential within musculoskeletal tissues may depend on tissue-specificity and injury severity, recent transcriptomic^28^, proteomic^29^, and metabolomic^20^ techniques point to novel mechanistic insights. Altogether, the prevailing evidence suggests that the MRL tendon tissue healing response is improved, but the specific cellular and transcriptomic mechanisms of these biological effects remain to be elucidated.

In this study, we report histological and biomechanical data indicative of accelerated tendon repair in the MRL superhealer model in comparison to standard C57 mice. Our transcriptional analysis suggests that these biological effects are related to altered TGFB1 regulated gene sets negatively enriching cell cycle and senescence transcriptional pathways in the MRL tendons, and positively enriching inflammatory and ECM organization pathways in the C57 tendons.

## Results

### MRL tendons heal with reduced adhesions and improved biomechanical properties

We first sought to compare the extent of adhesion formation and repair strength of healing flexor tendons in the C57 and MRL mice. The healing of partially lacerated deep digital flexor tendons (DDFT) was qualitatively assessed using hematoxylin-stained axial tendon sections. In general, the MRL tendons appeared to respond to the injury with a reduced cellular response compared to the C57 tendons. Specifically, there were no gross morphological differences in the uninjured (Fig. 1A,E), where the tendon bundles were sparsely populated by cells, and the tendons were encased with a very thin synovial sheath (black arrows in Fig. 1a,e)*.* Fourteen days post injury (dpi), injured tendons in both mouse strains experienced substantial hyperplasia in the surrounding synovial sheath (black arrows, Fig. 1b,f), while no significant changes in cell number in the tendon proper were generally observed (yellow arrows Fig. 1B,F). At 28 dpi, substantial increases in cell density in both the tendon bundle and the peritendinous adhesions were observed in the C57 mice but not the MRL mice (yellow arrows, Fig. 1C,G). At this stage, the synovial hyperplasia began to resolve in the MRL mice but persisted in the C57 mice (black arrows, Fig. 1c,g). By 56 dpi, the injured MRL tendons appeared to have restored uninjured morphology where the tendon bundle was sparsely cellular and encased by a thin synovial membrane (Fig. 1H,h). In contrast, while the cellularity of the C57 tendon bundle decreased, the surrounding synovial sheath still demonstrated a hyperplasia morphology at 56 dpi (Fig. 1D,d). Quantification of the tendon perimeter adhered to the surrounding sheath and tissues (Fig. 1I), cellular density (Fig. 1J) in the tendon bundle demonstrated significant increases in adhesions and cellularity in the C57 tendons at 14 dpi and 28 dpi, respectively, compared to the MRL tendons. In addition, the synovial space was significantly increased in the MRL tendon at 14 and 28 dpi compared to the C57 tendons (Fig. 1K), while the cross sectional area of the MRL tendons was significantly larger than the C57 tendon at all time points (Fig. 1L).

**Figure 1:**
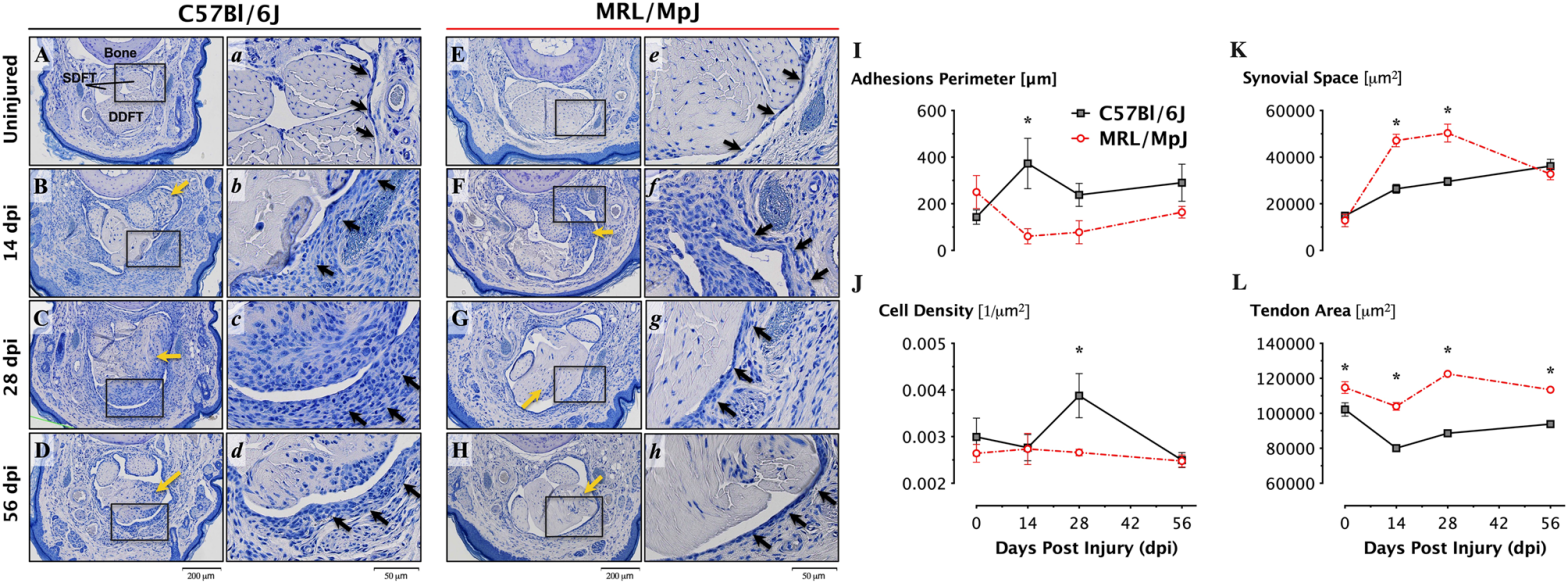
MRL flexor tendons heal with reduced peritendinous adhesions. Representative (2X) micrographs (**A**–**H**) of hematoxylin-stained cross-sections of the digits of C57 and MRL mice before and after zone II injury up to 56 days post injury (dpi). High magnification (×20) regions of interest (**a**–**h**) are representative of five levels analyzed per tendon. Black arrows identify the thin synovial sheath in uninjured tendons, and the hyperplasia that ensues immediately after injury in both strains. The synovial sheath hyperplasia appears to persist in the C57 tendons up to 56 dpi, but resolves in MRL tendons by 28 dpi. Yellow arrows indicate regions of increased cellularity in the injured tendon and peritendinous tissues evident by the punctate, intense hematoxylin staining. Histomorphometric quantification of the healing tendon shows reduced adhesions (**I**) and tendon hyperplasia (**J**), as well as increased synovial space (**K**) and tendon area (**L**) in the MRL mouse. The length of the tendon perimeter adhered to the subcutaneous tissue and cell density are significantly reduced at 14- and 28- dpi in the MRL, respectively (N = 4 animals with n = 3–5 images (technical replicates) per animal).

To test whether the changes in cell density over time and between strains are attributable to cell proliferation, immunohistochemical staining for Proliferating Cell Nuclear Antigen (PCNA) was performed (Fig. 2A) and demonstrated activation of cellular proliferation in the tendon bundle and the peritendinous tissues following injury, which peaked at 14 dpi. Furthermore, quantifying the percentage of PCNA^+^ cells at all timepoints after injury revealed increased cellular proliferation in the healing C57 tendons relative to the MRL tendons (Fig. 2B).

**Figure 2:**
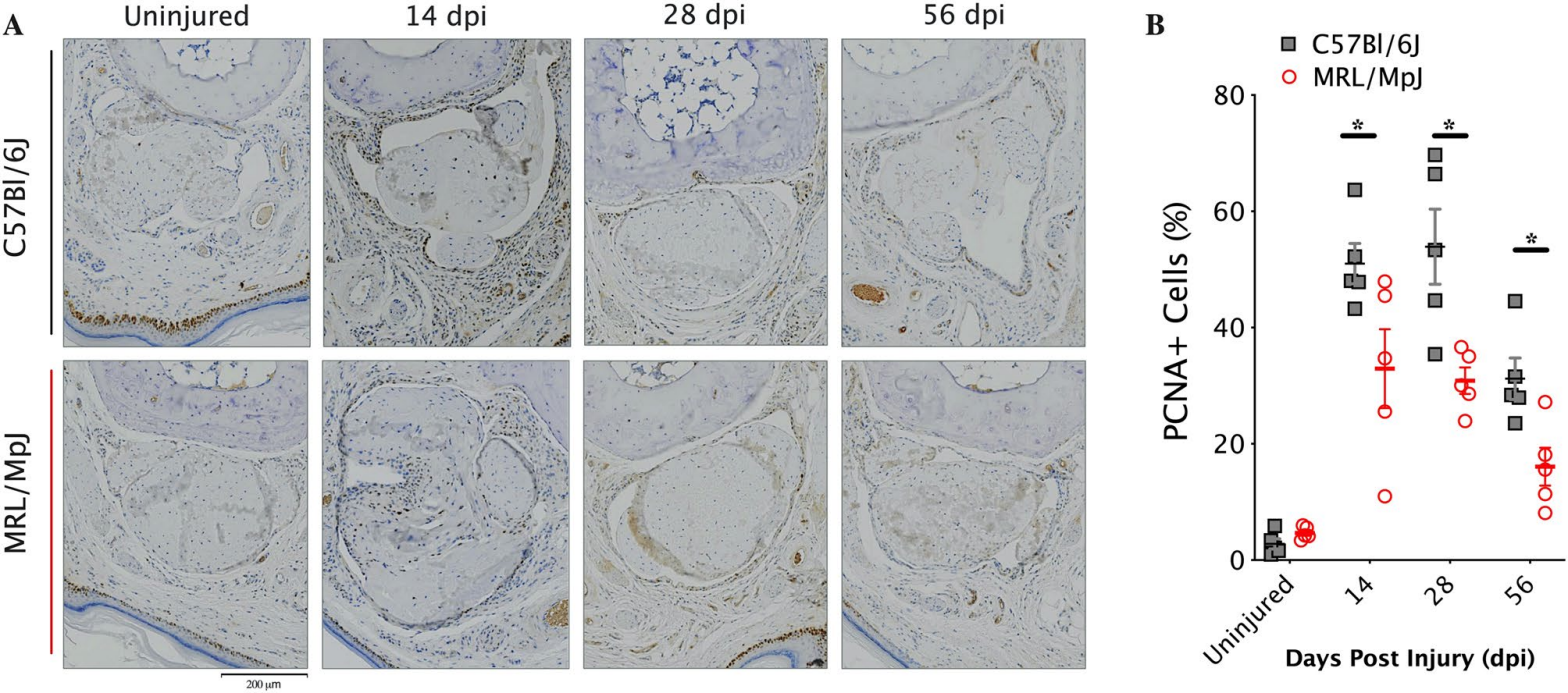
MRL flexor tendons heal with reduced cellular proliferation. (**A**) Representative images of proliferating cell nuclear antigen (PCNA) immunohistochemical (IHC) staining conducted before injury and over time post injury on 5 µm transverse paraffin sections and counterstained with hematoxylin, and then quantified (**B**) for percent PCNA-positive cells within the tendon and the surrounding peritendinous tissues (N = 5 per group, with n = 3–5 images (technical replicates) per animal). Scale bar = 200 microns.

The functional properties of injured tendons were evaluated using biomechanical testing, which involved displacement-controlled tensile stretching of the tendon to failure at 0.05 mm/s. In terms of the structural properties, the injury resulted in significant decreases in peak tensile force and stiffness at 14 dpi in both the C57 and the MRL tendons. In contrast to the C57 tendons, which exhibited sustained reductions in peak tensile force and stiffness up to 56 dpi, the MRL tendons recovered uninjured levels of peak tensile force by 28 dpi (Fig. 3A) and were significantly stiffer (Fig. 3B) than the C57 tendons at all time points up to 56 dpi. Since the cross-section area of the uninjured MRL tendons are approximately 20% larger than the C57 tendons, we computed the corresponding stress–strain tensile curves and determined the effects of injury on the size-independent material properties. At 14 dpi, the tensile strength (peak stress) of the MRL was significantly reduced compared to uninjured tendon and the C57 injured tendon. The tensile strength of the C57 continued to decline at 28 dpi but recovered at 56 dpi. In contrast, the MRL tendon recovered the tensile strength to levels comparable to uninjured tendon as early as 28 dpi (Fig. 3C). Injury resulted in significant reductions in the elastic modulus of the C57 tendon, which did not improve over 56 dpi. While the elastic modulus of the uninjured MRL tendon was significantly reduced compared to the uninjured C57, injury resulted in reductions in the elastic modulus on 14, 28, and 56 dpi, which were not significantly different than uninjured tendon (Fig. 3D). Collectively, these data support the conclusion that MRL flexor tendons heal with reduced peritendinous adhesions and cellular proliferation and accelerated recovery of strength and stiffness.

**Figure 3:**
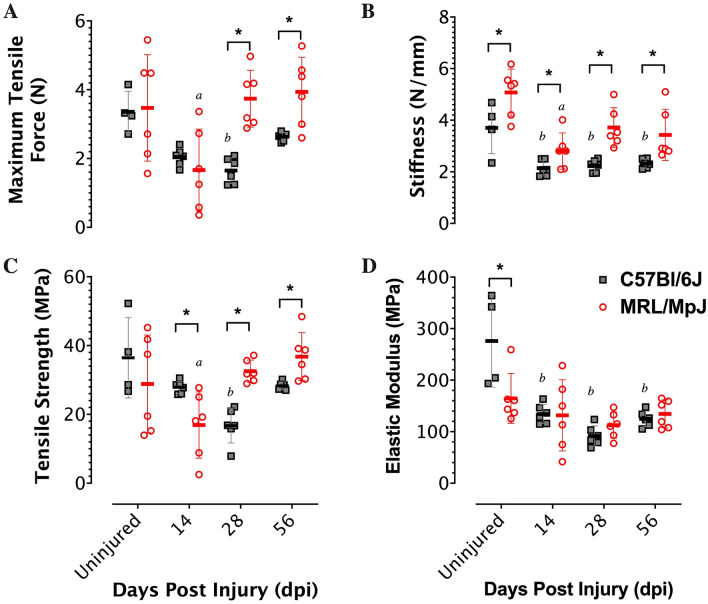
MRL flexor tendons heal with accelerated recovery of strength and stiffness (**A**) Maximum force, (**B**) strength, (**C**) stiffness and (**D**) elastic modulus determined from displacement-controlled tensile testing of uninjured and injured flexor tendons of C57BL/6 J and MRL mice (N = 4–6). Asterisks indicate significant mouse strain differences (*p* < 0.05). a and b indicate significant differences (*p* < 0.05) from uninjured within C57 and MRL mouse strains respectively.

### Altered inflammatory, fibrotic, and cell cycle regulation in C57 and MRL tendon healing

To gain insights into the differences in the biological drivers of the tendon injury response between the C57 and MRL mice, we performed next generation sequencing of bulk tissue RNA (RNA-seq) at 7 days post-injury, which we reasoned to be a time point that defines the transition from the acute inflammatory phase to the reparative phases. 

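RNA-seq was performed on 16 libraries of flexor tendon from male mice, with 4 libraries in each of 4 groups: uninjured C57 tendon, C57 tendon at 7 days post-injury (dpi), uninjured MRL tendon and MRL tendon at 7 dpi. C57BL/6J is a widely used inbred laboratory strain, and MRL/MpJ is an inbred strain that heals several tissues with little scarring. The total count on genes ranged from 12975492 to 17832908 in the uninjured C57 libraries (median 14504137) and from 12883569 to 16579900 in the injured C57 libraries (median 14560249.5). It ranged from 12552424 to 16829942 in the uninjured MRL libraries (median 15107675.5) and from 18524170 to 23741648 in the injured MRL libraries (median 23460742.5), so the injured MRL tendons were sequenced more deeply than the other groups. Between 16424 and 20209 genes had at least 1 count in a library. The methods describe pre-amplification of 1 ng of total RNA with a SMARTer low-input kit followed by NexteraXT libraries, whereas the labels deposited with the samples name a TruSeq kit and an input of 100 ng. Single-end reads of 100 nt were trimmed with Trimmomatic 0.36 and mapped by the authors with STAR 2.5.2b to the mouse genome GRCm38.p5. The deposited values are whole-number counts for 49568 gene symbols without normalization, and the paper's text does not name the program, the gene annotation or the strand setting used for counting, so reads of overlapping genes and of near-identical gene copies could have been assigned to either gene. From these counts, injured and uninjured tendons were compared within each strain with edgeR's quasi-likelihood test after TMM normalization, on genes kept by edgeR's expression filter, and p-values were adjusted by the Benjamini-Hochberg method. Normalized expression is given as CPM on TMM-adjusted library sizes, and gene coordinates are those of the GENCODE M21 annotation of GRCm38. A count of 3, taken as the smallest that can be relied on, corresponded to between 0.128 and 0.237 CPM depending on the library. In the library labelled C57 uninjured replicate 4, 9.84% of all counts fell on 12 epidermal marker genes, compared with at most 0.108% in the other libraries, and its Spearman correlation across genes with the other 3 uninjured C57 libraries was between 0.74 and 0.76, and that with the 4 uninjured MRL libraries between 0.74 and 0.75. For the library labelled MRL uninjured replicate 4, this correlation with the rest of its group was between 0.90 and 0.91, whereas with C57 libraries it reached 0.95. In the injured C57 library BI-181, 7.40% of counts fell on 12 skeletal muscle marker genes. All libraries were kept as labelled, and the effect of leaving each one out was computed. Counts of Xist did not exceed 1 in any library, and genes of the Y chromosome were detected in each of them.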

Based on a twofold change (± 2FC) and adjusted *p* value < 0.05 differential expression criteria relative to healthy uninjured tendon, 891 genes were differentially expressed (594 upregulated and 297 downregulated) in the C57 tendons, and 1358 genes were differentially expressed (747 upregulated and 611 downregulated) in the MRL tendons. 

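In the C57 tendons, 14424 genes were tested and 155 passed both criteria, of which 131 were higher and 24 were lower in the injured tendons. In the MRL tendons, 14274 genes were tested and 1057 passed both criteria, with 750 higher and 307 lower after injury. The biological coefficient of variation shared by all genes was 0.605 in C57 and 0.476 in MRL, and without the library labelled uninjured replicate 4 of the strain it was 0.485 in C57 and 0.493 in MRL. With DESeq2 in place of edgeR the number of DEG was 901 in C57 and 1819 in MRL. With 1 library left out at a time, it ranged from 10 to 750 in C57 and from 689 to 1260 in MRL, and the 750 were found without the library labelled C57 uninjured replicate 4. Mmp12, a macrophage elastase gene on chromosome 9 from 7344381 to 7369499, was among the genes with the largest rise in both strains. It had 25.0 ± 18.3 CPM (SD, n = 4) in the injured C57 tendons and no counts in the uninjured ones, and was at least 122-fold higher after injury (adjusted p = 0.0279, edgeR's quasi-likelihood test). In the MRL tendons it reached 208 ± 282 CPM (SD, n = 4) and was at least 1005-fold higher (adjusted p = 0.00375, same edgeR test). The SD exceeded the mean, so this bound rests on widely spread injured libraries. With 1 library left out, the log2 fold change of Mmp12 in MRL was lowest without BI-275, at 11.5. It was highest without MRL uninjured replicate 3, at 14.9. The next largest rises in C57 were at least 28.9-fold for Cyp2e1, 18.2-fold for Ifi209, 17.4-fold for Sapcd2 and 17.3-fold for Mmrn1, each with at most 1 count in any uninjured library. In MRL they were at least 41.8-fold for Ms4a4c, 37.9-fold for Scimp, 36.3-fold for Il7r and 35.8-fold for R3hdml, which had no counts in the uninjured libraries. The largest falls in C57 were those of Cyp24a1, which was at least 104-fold lower after injury, and of Mettl7a3, Wnk4, Cadm1 and Lhx2, with log2 fold changes of -2.85, -2.73, -2.35 and -2.32. In MRL, Ubxn10 was at least 23.2-fold lower, and Nsg2, Cytl1, Synpo2 and Pclo had log2 fold changes of -4.57, -3.88, -3.84 and -3.54. Cyp2e1, Ifi209, Ms4a4c and Mettl7a3 belong to gene families whose members may share reads, so their counts are uncertain. In the library labelled C57 uninjured replicate 4, Cadm1 lay apart from the other 3 libraries of its group, as did Nsg2, Cytl1 and Synpo2, and Cadm1 also did so in the library labelled MRL uninjured replicate 4. Most of the C57 calls depended on which library was left out: 152 of the 155 were kept without the library labelled C57 uninjured replicate 4, and 10 to 84 in the other 7 fits. Each of the 10 calls named here for C57 was lost in 5 to 7 of the 8 fits. In MRL the call of Pclo was lost in 7 of the 8 fits, that of Nsg2 in 4 and that of Cytl1 in 3, and the other 7 calls named, that of Mmp12 included, were lost in none.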

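There were 89 genes that passed both criteria in C57 and in MRL tendons, which is 57.4% of the C57 DEG, and all 89 changed in the same direction. With DESeq2 the shared number was 386. Of the 1028 MRL DEG that were also tested in C57, 886 had a log2 fold change of the same sign there, and of the 149 C57 DEG tested in MRL, 140 did. Across the 13567 genes tested in both strains, the log2 fold changes correlated with Pearson's r = 0.40 and Spearman's rho = 0.38, where genes are not independent replicates. The difference between the strains was tested as the interaction of strain and injury over all 16 libraries. No gene of 15947 reached an adjusted p-value under 0.05 in this edgeR quasi-likelihood test (smallest adjusted p = 0.293), and 1939 genes had an unadjusted p-value under 0.05. With DESeq2 the strain-by-injury interaction gene count was 198. In the library labelled C57 uninjured replicate 4, 57 of 62 scored genes that separate the injured strains were at the MRL level. In the library labelled MRL uninjured replicate 4, 60 of 65 were at the C57 level. Both labels were kept, so 0 genes in edgeR does not show that the strains respond alike. Without both libraries, 0 of 16391 genes passed (smallest adjusted p = 0.0906, edgeR).

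**Figure D1:**
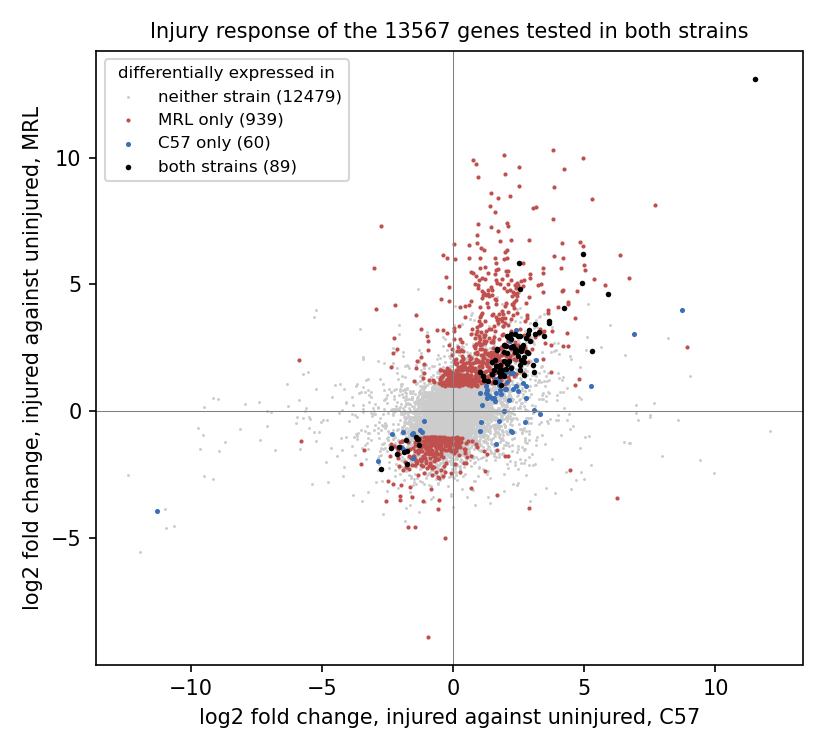
Log2 fold change of each gene, injured against uninjured, in C57 tendons (horizontal axis) and MRL tendons (vertical axis) for the 13567 genes tested in both strains, with colours for the strain in which the gene passed both criteria. The 89 genes called in both strains lie in the quadrants where both log2 fold changes have the same sign.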

Of those, 406 genes (DEG) were differentially expressed, relative to respective uninjured controls, in both mice. 

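Pathway enrichment was computed with a one-sided Fisher's exact test against the mouse Reactome sets of the fgsea package, with the tested genes that belong to a pathway as background, 4679 genes in C57 and 4590 in MRL. Of the DEG, 64 in C57 and 493 in MRL belonged to a pathway. Sets with 10 to 500 background genes and the larger parent sets of Fig. 5 were tested. With a Benjamini-Hochberg adjusted p-value under 0.05, 3 of 849 pathways were enriched in C57 and 38 of 837 in MRL. The number in C57 moved most with DESeq2 calls, to 44 pathways. In MRL it moved most when all tested genes served as background, to 82 pathways. Without the library labelled C57 uninjured replicate 4, 23 pathways were enriched in C57.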

We identified 22 significantly enriched Reactome pathways in the injured C57 tendon and 51 significantly enriched pathways in the injured MRL tendon based on False Discovery Rate (FDR) < 0.05. 

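In the MRL tendons, 91 of the 383 background genes of the Reactome set Cell Cycle, Mitotic were DEG, 88 of them higher after injury (odds ratio 2.95, adjusted p = 2.81e-12, Fisher's exact test). In the C57 tendons, 1 of 387 was a DEG (odds ratio 0.174, adjusted p = 1). When the library labelled C57 uninjured replicate 4 was left out, 32 genes of this set were DEG in C57, and the odds ratio was 1.24 with an adjusted p of 1. For Extracellular matrix organization, 9 of 192 genes were DEG in C57, 8 of them higher (odds ratio 3.96, adjusted p = 0.129), and 40 of 186 were DEG in MRL, 35 of them higher (odds ratio 2.39, adjusted p = 0.000521). The ECM organization enrichment C57 tendons showed passed the threshold under other settings, among them DESeq2 (odds ratio 4.37, adjusted p = 2.65e-10) and the fit without that library (odds ratio 2.51, adjusted p = 0.00411), and the fits that left out 1 library gave odds ratios from 0 to 4.69. Immune System was enriched in both strains, with 25 of 695 genes in C57 (odds ratio 3.77, adjusted p = 0.0014) and 102 of 694 in MRL (odds ratio 1.54, adjusted p = 0.00795). In C57 no pathway, this one included, was enriched without uninjured replicate 1, uninjured replicate 2, BI-183 or BI-185. Signaling by Interleukins was enriched in neither strain, with 1 of 95 genes in C57 (odds ratio 0.763) and 11 of 97 in MRL (odds ratio 1.06). Its odds ratio fell on either side of 1 depending on the setting.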

Functional annotation of these enriched gene sets identified remarkable differences in the transcriptional activity, wherein the gene sets enriched in the C57 injured tendon were functionally linked primarily to fibrosis, immune system signaling and extracellular matrix (ECM) organization (Fig. 4A), while the gene sets enriched in the MRL injured tendon were dominated by cell cycle pathways (Fig. 4B). 

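Besides the parent set of the immune system, the pathways enriched in the C57 tendons were FCGR activation, with 4 of 10 genes, and Innate Immune System, with 17 of 429 genes (odds ratios 51.2 and 3.69, adjusted p = 0.00267 and 0.0112, Fisher's exact test). Cytokine Signaling in Immune system contained 7 DEG among 191 genes, all of them higher after injury (odds ratio 2.96, adjusted p = 0.445). Of the pathways under ECM organization, Degradation of the extracellular matrix contained 4 DEG among 77 genes (odds ratio 4.15, adjusted p = 0.579), Integrin cell surface interactions contained 2 among 68 (odds ratio 2.22, adjusted p = 1) and Collagen formation contained 1 among 59 (odds ratio 1.25, adjusted p = 1). ECM proteoglycans and Non-integrin membrane-ECM interactions, with 54 and 48 genes, contained none. Without the library labelled C57 uninjured replicate 4, Degradation of the extracellular matrix contained 15 DEG among 78 genes and Cytokine Signaling in Immune system 26 among 197. The pathways of interleukins 4 and 13, of interleukin 10 and of neutrophil degranulation were not analysed here.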

Closer inspection of the top 15 Reactome pathways enriched in the C57 injured tendons (Fig. 5A) identified cytokine signaling, including interleukins 4, 10, and 13, and neutrophil degranulation as significantly enriched immune system pathways, and collagen formation (biosynthesis and assembly), ECM proteoglycans, ECM degradation, and integrin and non-integrin cell-ECM interactions as significantly enriched ECM organization pathways. In contrast, the top 15 Reactome pathways enriched in the MRL injured tendons (Fig. 5B) identified numerous cell cycle pathways related to mitotic phase, cell cycle checkpoints, and G1-S phase transition, as well as cell signaling by Rho GTPases and immune system signaling by interleukins and neutrophil degranulation.

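Mitotic Prometaphase had the smallest adjusted p-value in the MRL tendons, with 46 of its 97 genes DEG and all 46 higher after injury (odds ratio 8.16, adjusted p = 2.03e-17, Fisher's exact test). For M Phase, 55 of 218 genes were DEG, again all higher (odds ratio 3.03, adjusted p = 5.52e-08). The enrichments with larger adjusted p-values included G2 M Checkpoints, with 14 of 51 genes (odds ratio 3.21, adjusted p = 0.0173), and Mitotic G1-G1 S phases, with 25 of 120 genes (odds ratio 2.25, adjusted p = 0.0183). The parent set of the mitotic cell cycle was no longer enriched when only genes with at least 10 counts in every library were kept (odds ratio 1.68, adjusted p = 0.0558), but this filter drops genes that are low before injury and so depends on the change itself. As a measure for each library, the mean log2 CPM of 95 S and G2/M phase genes was computed. It was 4.83 ± 0.49 (SD, n = 4) in injured and 1.80 ± 0.12 (SD, n = 4) in uninjured MRL tendons (two-sided exact permutation p = 0.0286, the smallest that 4 against 4 libraries allow). In C57 it was 3.86 ± 0.79 (SD, n = 4) in injured and 2.44 ± 1.13 (SD, n = 4) in uninjured tendons (exact permutation p = 0.0857), and the library labelled C57 uninjured replicate 4 had 4.13 whereas the other 3 had 1.82 to 1.92. Adjusted over the 36 set comparisons made in this way, these p-values were 0.103 in MRL and 0.182 in C57. From the pathways enriched in each strain, the paper reasons that the transcriptional activity after injury differed between C57 and MRL tendons.

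**Figure D2:**
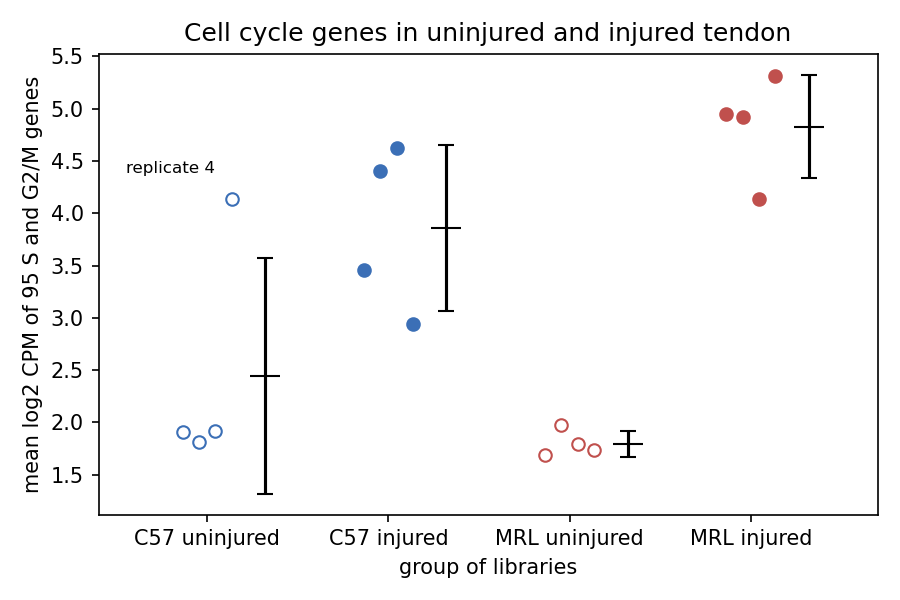
Mean log2 CPM of 95 S and G2/M phase genes (vertical axis) in each library of the 4 groups (horizontal axis), with open points for uninjured and filled points for injured tendons and a black bar for the mean ± SD of each group. The injured MRL libraries lie between 4.13 and 5.31 and the uninjured ones between 1.69 and 1.97, and the marked C57 library at 4.13 is the one labelled uninjured replicate 4.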

**Figure 4:**
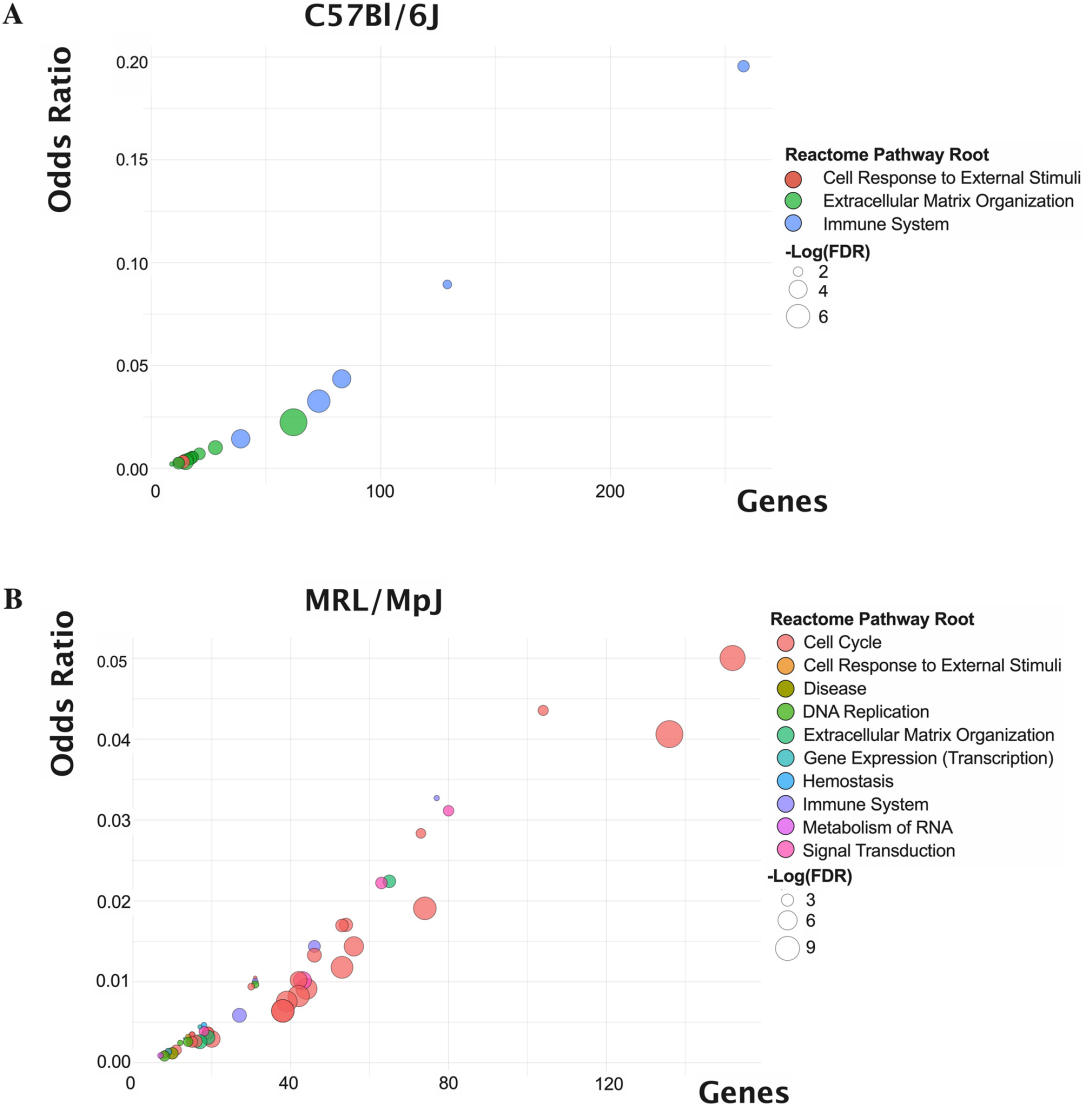
Functional annotation based on Reactome Pathways enrichment of 891 and 1358 differentially expressed genes (DEG) at 7 days post tendon injury in the C57 and MRL mice, respectively. Bubble plots of number of gene terms (x-axis) versus odds ratio (y-axis) represent 22 significantly enriched pathways in the injured C57 tendon (**A**) and 51 significantly enriched pathways in the injured MRL tendon (**B**) based on False Discovery Rate (FDR) < 0.05.

**Figure 5:**
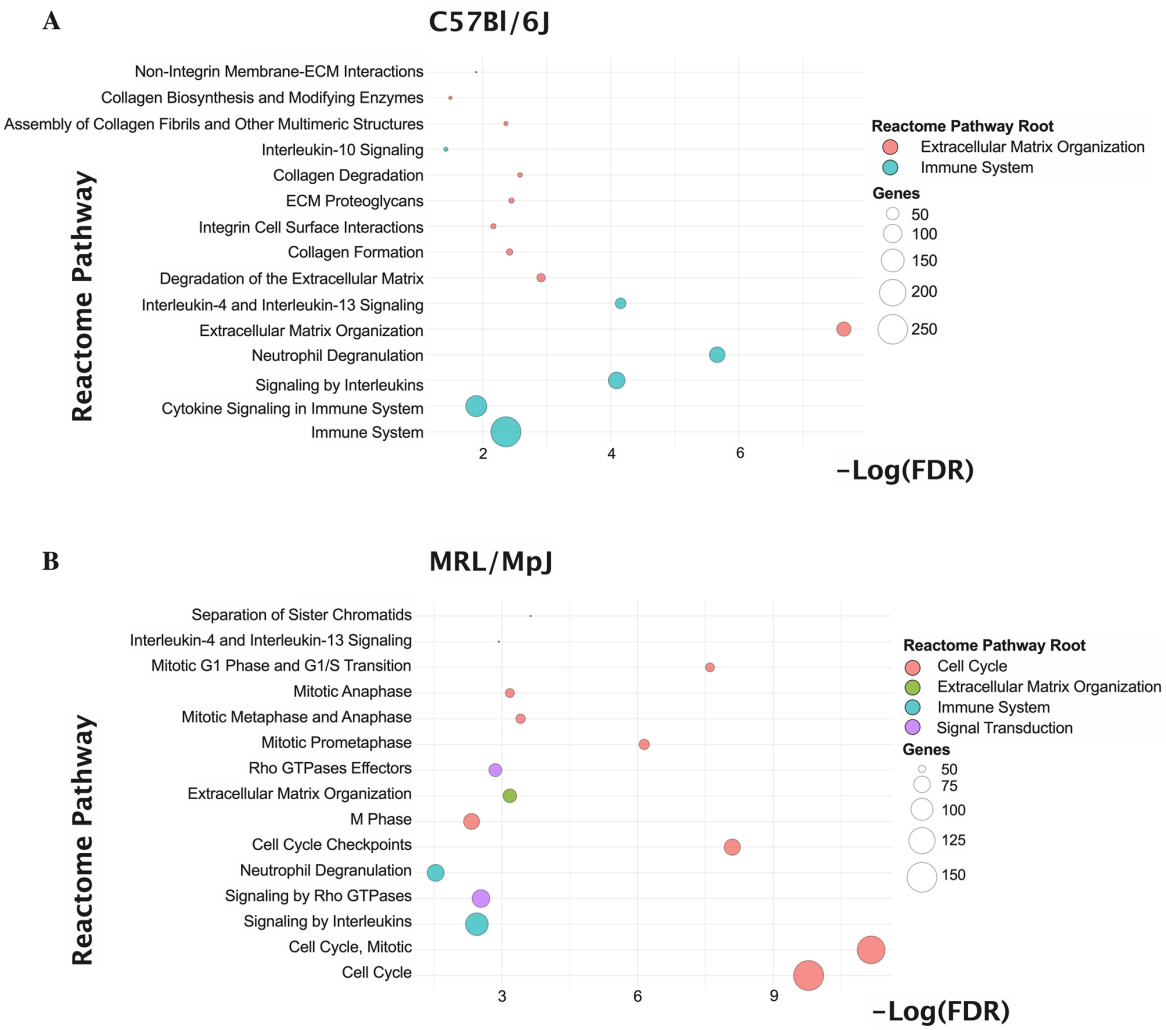
Bubble plots of the top 15 Reactome pathways enriched in the injured C57 tendon (**A**) and the MRL tendon (**B**), respectively. Bubble fill color represents the Reactome Pathway Root, while the size of the bubble represents -Log_10_(FDR) in A & B and the number of genes represented in the enriched pathway in C&D, respectively.

To investigate differences in activation of myofibroblasts and macrophages as drivers of fibrotic scarring that could explain these transcriptional differences, histology and immunofluorescent staining against α-SMA+ myofibroblasts, F4/80+ macrophages, and BCL-2 expressing cells were performed on C57 and MRL tendons at 7 dpi. Visual examination of Masson’s trichrome stained injured tendon sections at this time point did not reveal any significant morphological differences in the injured tendons (Fig. 6A,B), except for increases in the vascularization of the scar tissue immediately surrounding the injured C57 tendon, which was notable in α-SMA+ smooth muscle cells surrounding the blood vessels (Fig. 6C). In addition to the increased vascularization in the C57 scars, activated (α-SMA+) myofibroblasts and F4/80+ macrophages could be observed in both the injured C57 tendon and the surrounding scar tissue (Fig. 6C and insets). Of note was the observation of a subset of cells co-expressing both SMA and F4/80 in the injured C57 tendon (yellow staining in Fig. 6c′), which could implicate the activation of macrophage–myofibroblast transition (MMT) as a feature of fibrotic tendon healing. In contrast, fewer α-SMA+ myofibroblasts and F4/80+ macrophages could be observed in the injured MRL tendon, but were abundant in the surrounding scar tissue (Fig. 6D and insets). No localized expression of α-SMA and F4/80 could be observed in the injured MRL tendon. BCL-2 expression was notably abundant in the injured C57 tendon, but appeared to be reduced in the surrounding scar tissue (Fig. 6E and insets) as well as in the MRL injured tendon and surrounding scar tissues (Fig. 6F and insets).

**Figure 6:**
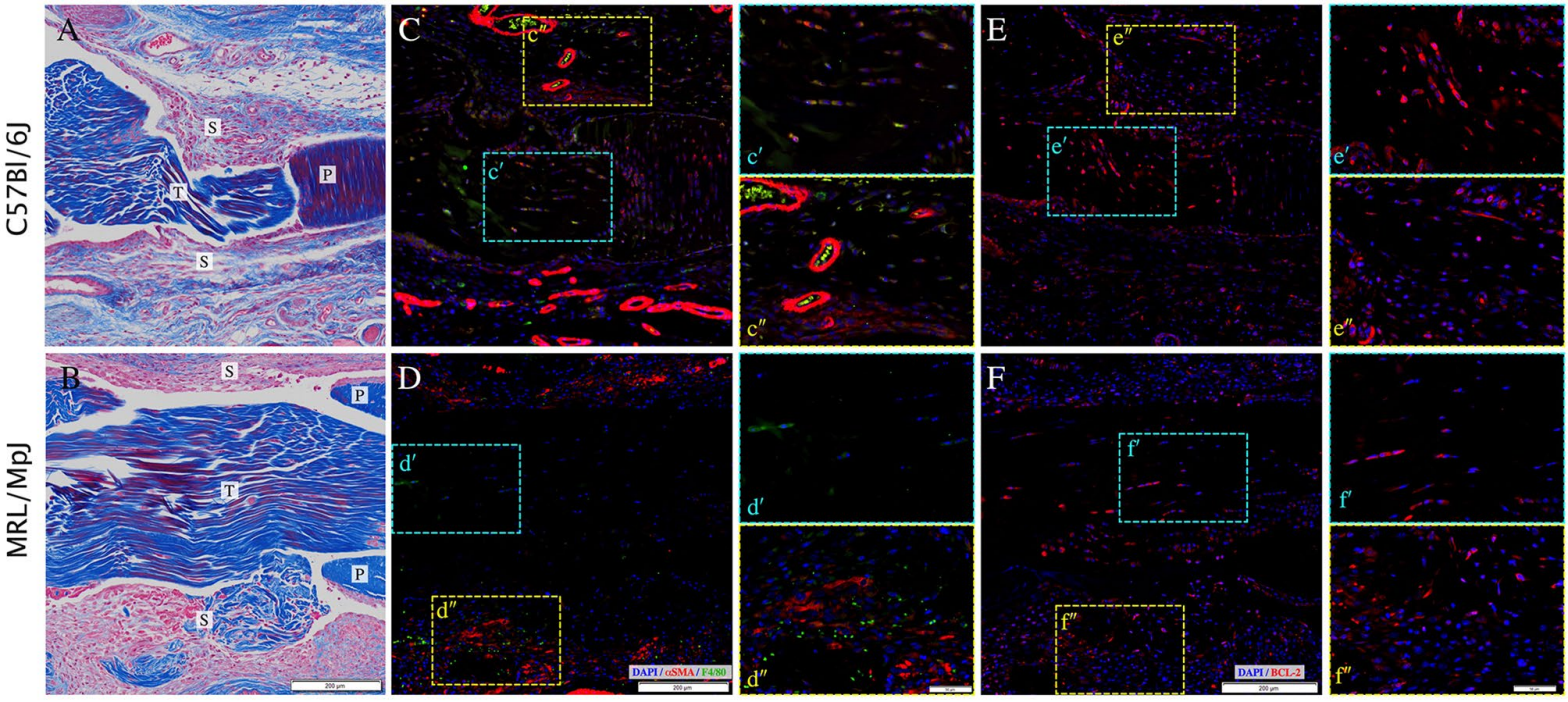
MRL Tendons heal with reduced myofibroblast and macrophage activation and reduced BCL2 expression at 7 dpi. Histology using Masson’s trichrome (**A**,**B**) and immunofluorescent (IF) staining against α-SMA+ myofibroblasts and F4/80+ macrophages(**C**,**D**), and BCL-2 expressing cells (**E**,**F**) were performed on injured C57 and MRL tendons at 7 dpi. IF shows increased vascularization in the C57 scars and activated (α-SMA+) myofibroblasts and F4/80+ macrophages in both the injured C57 tendon and the surrounding scar tissue (Insets c′ and c′′). A subset of cells co-expressing both SMA and F4/80 in the injured C57 tendon (Inset c′). Fewer α-SMA+ myofibroblasts and F4/80+ macrophages are observed but no localized expression of α-SMA and F4/80 is evident in the injured MRL tendon (Inset d′), but SMA + myofibroblasts and F4/80+ macrophages were abundant in the surrounding scar tissue (Inset d′′). BCL-2 expression was notably abundant in the injured C57 tendon (Inset e′), but appeared to be reduced in the surrounding scar tissue (Inset e′′) as well as in the MRL injured tendon and surrounding scar tissues (Insets f′ and f′′). Scale bars = 200 micron in main figures and 50 microns in insets. In panels (**A**) and (**B**), T denotes tendon, P denotes pulley, S denotes scar.

### Dichotomous roles for TGB1 in the C57 and MRL tendons

Ingenuity pathways analysis (IPA) of active or inhibited upstream transcriptional regulators were also examined to provide additional insights into the observed gene expression changes driving the altered mechanobiology of tendon healing. 

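Ingenuity Pathway Analysis compares a list of DEG with curated knowledge of which regulators raise or lower which genes, and its knowledge base was not used here. The genes that Table S1 lists under each regulator were instead looked up in the counts. The 10 activated regulators of the C57 tendons list 159 genes that matched the counts, of which 149 were tested and 114 rose after injury. Of the genes listed, 22 were DEG in C57, 17 higher and 5 lower. The 10 inhibited regulators list 59 matched genes, of which 56 were tested, 53 rose and 10 were DEG, all of them higher. Extracellular matrix organization contained 15 of the genes under activated and 9 of those under inhibited regulators, whereas Cell Cycle, Mitotic contained 1 of each. The targets of IL4 and IFNG had median log2 fold changes of 1.80 and 1.74 in C57, compared with 0.66 and 0.48 in MRL. Such genes are listed because the paper called them in C57, so a larger response there was favoured by the choice of genes. For some regulators the printed gene list is shortened, so these numbers cover the genes that are printed.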

In the C57 injured tendons, the top 20 activated and inhibited upstream regulators (Fig. 7A) were associated with 184 and 62 unique genes, respectively, that enriched Gene Ontology (GO) terms related to chemotaxis and cell motility and migration, ECM organization, sprouting angiogenesis and blood vessel morphogenesis, positive regulation of cell growth and proliferation, inflammatory responses, collagen catabolism and regulation of phosphatidylinositol- and ERK1/2-signaling (Table S1). 

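The 10 activated regulators that Table S2 gives for the MRL tendons list 218 genes matched in the counts. Of these, 210 were tested in MRL and 160 rose after injury, and 175 were DEG, 140 higher and 35 lower. The 10 inhibited regulators list 237 matched genes, of which 231 were tested, 166 rose and 187 were DEG, 146 higher and 41 lower. Cell Cycle, Mitotic contained 55 of the genes under activated and 65 of those under inhibited regulators, and Extracellular matrix organization contained 15 and 9. The targets of FOXM1, an activated regulator, had a median log2 fold change of 4.11 in MRL and 0.90 in C57. Those of the inhibited regulator Rb had 3.57 and 1.19. These genes are listed because the paper called them in MRL, and none of the genes under these regulators was a DEG in C57. A larger response in MRL was therefore favoured by the choice of genes.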

In the MRL injured tendon, the top 20 activated and inhibited upstream regulators (Fig. 7B) were associated with 325 and 304 unique genes, respectively, that enriched GO terms related to regulation of cell cycle, including mitotic cell cycle, sister chromatid cohesion, G1/S transition of mitotic cell cycle, mitotic cytokinesis, DNA replication, chromosome segregation, regulation of cell cycle, microtubule-based movement, metaphase plate congression, mitotic spindle organization, G2/M transition of mitotic cell cycle, negative regulation of cell cycle, and extracellular matrix organization (Table S2). 

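For CDKN1A in MRL, whose activation Z-score in the paper is -3.93, 51 of 56 tested genes rose after injury, and 50 were higher and 5 lower among the DEG. CDKN2A has a Z-score of -3.747 in the paper, and 35 of the 41 genes tested for it rose, with 31 higher and 5 lower among the DEG. Cdkn1a, on chromosome 17 from 29090976 to 29100727, had 204 ± 20.7 CPM (SD, n = 4) in injured and 257 ± 155 CPM (SD, n = 4) in uninjured MRL tendons (log2 fold change -0.35, standard error 0.32, adjusted p = 0.519, edgeR). The library labelled MRL uninjured replicate 4 had 488 CPM of Cdkn1a, and without it the log2 fold change was 0.19. In C57 the log2 fold change of Cdkn1a was -0.88 (standard error 0.34, adjusted p = 0.265, edgeR). Cdkn2a, on chromosome 4 from 89274471 to 89294653, was too low to be tested, with at most 0.581 CPM in any library and no counts in the uninjured MRL libraries, and its gene-level counts do not separate the p16 transcript from the other product of the gene.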

Of particular note, was the inhibition of upstream regulators TP53, CDKN1A (p21), CDKN2A (p16), which are associated with DNA damage response and cell cycle arrest.

**Figure 7:**
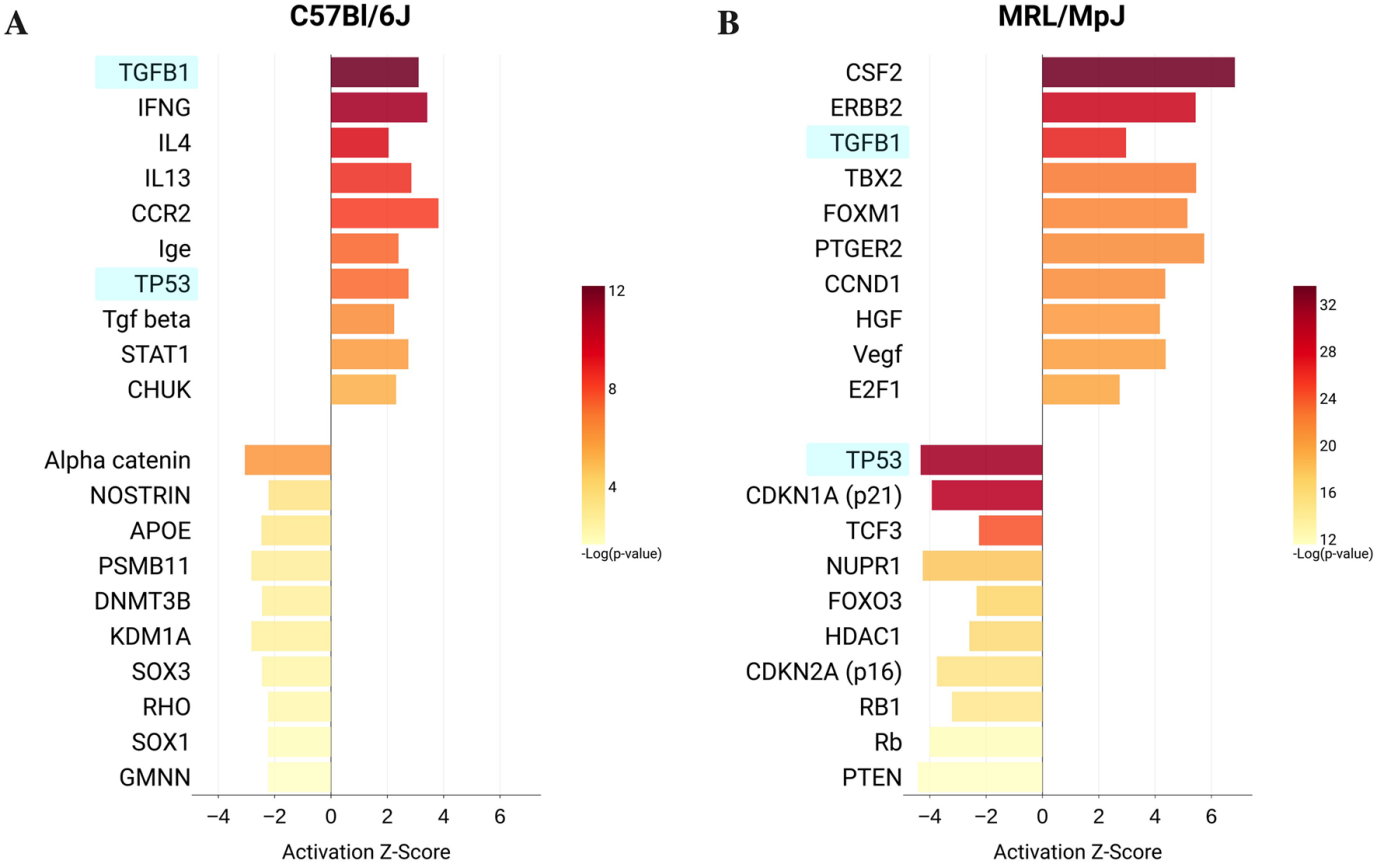
Ingenuity Pathway Analysis (IPA) Upstream Regulators during tendon healing in the C57 (**A**) and MRL (**B**) mice. Activation (Z-score ≥ 2, *p* value of overlap < 0.05) or inhibition (Z-score ≤  − 2, *p* value of overlap < 0.05) was determined relative to uninjured tendon gene expression in either strain.

TGFB1 was a significantly activated Upstream Regulator in both the C57 (Activation Z-score = 3.11 and *p* value = 6.4 × 10^–13^) and MRL (Activation Z-score = 2.97 and *p* value = 1.1 × 10^–27^) injured tendons. 

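The transcript of Tgfb1, on chromosome 7 from 25687002 to 25705077, rose in the MRL tendons from 33.9 ± 7.58 CPM (SD, n = 4) without injury to 71.8 ± 23.9 CPM (SD, n = 4) at 7 dpi. This was a log2 fold change of 1.07 (standard error 0.25, adjusted p = 0.0241, edgeR's quasi-likelihood test), and the call was lost in 4 of the 8 fits that left out 1 library. In the C57 tendons Tgfb1 had 39.8 ± 17.7 CPM (SD, n = 4) without injury and 60.7 ± 13.5 CPM (SD, n = 4) after it, a difference within the spread between replicates (log2 fold change 0.56, standard error 0.36, adjusted p = 0.496, edgeR). The lowest of these was the library labelled C57 uninjured replicate 4, with 15.9 CPM. The interaction of strain and injury was 0.46 on the log2 scale (standard error 0.46, unadjusted p = 0.329, adjusted p = 0.740, edgeR). Under TGFB1, Table S1 prints 58 genes that matched the counts, of which 55 were tested in C57 and 43 rose, 6 of them DEG. Table S2 prints 54, of which 53 were tested in MRL and 40 rose, and 46 were DEG, 38 higher and 8 lower.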

GO functional annotation revealed that activation of TGF-β1 drives different biological pathways in the C57 and MRL injured tendons. 

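The TGFB1 targets of each strain were also examined in the other strain. Of the 76 target genes of the C57 tendons, 3 were DEG in MRL, and 62 changed in the direction that the paper lists for C57. With p-values adjusted over these 76 genes alone, 17 had an adjusted p under 0.05 in MRL. Their median log2 fold change was 1.49 in C57 and 0.39 in MRL. Of the 160 target genes of the MRL tendons, 156 were tested in C57, none was a DEG there, 37 had an unadjusted p under 0.05, and 3 passed when adjusted over the list. Their median log2 fold change was 1.34 in MRL and 0.38 in C57, and 136 of the 156 changed in C57 in the direction that the paper lists for MRL. The difference between the strains was also tested gene by gene as the interaction of strain and injury in edgeR. An unadjusted p under 0.05 was found for 35 of the 76 and 64 of the 160 genes. No gene of either list had an adjusted p under 0.05. Both libraries labelled uninjured replicate 4 were kept as labelled, so this does not show that the strains respond alike. Without the library labelled C57 uninjured replicate 4, 32 of the 160 MRL targets were DEG in C57. In a DESeq2 fit with a prior over all 16 libraries, chosen after the lists were seen, all 76 were called in C57 and all 160 in MRL, and none of either list in the other strain. Under that fit the lists hold genes called in 1 strain only, so the lack of calls in the other strain is no test of a difference. From the pathways that each list enriched, the paper concludes that activation of TGF-β1 drives different programs in the injured tendons of each strain.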

In the C57 injured tendons, the 76 target genes of TGFB1 (Table S3) enriched GO pathways related to cytokine and chemokine signaling, ECM organization, and cell motility and migration (Fig. 8A). In contrast, 160 target genes of TGFB1 in the MRL (Table S4) enriched GO pathways associated with not only ECM organization and cytokine signaling but mostly with regulation of cell cycle, mitosis, and DNA binding and transcription (Fig. 8B).

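Of the 76 genes of Table S3, 74 were tested in the C57 tendons, 56 rose and 18 fell, and 10 were DEG, all of them higher after injury. With DESeq2 in place of edgeR, 53 were DEG. With p-values adjusted over the list alone 73 had an adjusted p under 0.05, which shows no stability because the list was drawn from calls on the same libraries. Extracellular matrix organization contained 12 of the 76 genes, Signaling by Interleukins 2 and Cell Cycle, Mitotic none. The semaphorin and VEGF co-receptor gene Nrp1, on chromosome 8 from 128358604 to 128503363, rose from 21.5 ± 4.88 CPM to 77.8 ± 10.3 CPM (SD, n = 4 each), a log2 fold change of 1.80 (standard error 0.21, adjusted p = 0.0121, edgeR's quasi-likelihood test). C1qa, a complement gene on chromosome 4 from 136895917 to 136898803, rose from 97.6 ± 15.5 CPM to 300.1 ± 55.5 CPM (SD, n = 4 each), with a log2 fold change of 1.57 (standard error 0.20, adjusted p = 0.0138, edgeR). For the macrophage receptor gene Mrc1, on chromosome 2 from 14229392 to 14332057, the log2 fold change was 2.28 (standard error 0.30, adjusted p = 0.0152, edgeR). Tnfrsf11a, on chromosome 1 from 105780718 to 105847981, had a log2 fold change of 2.48 with an adjusted p of 0.0556 (standard error 0.50, edgeR). All 4 injured libraries lay above all 4 uninjured libraries for each of these genes. The calls of C1qa and Mrc1 were each lost in 5 of the 8 fits that left out 1 library, and that of Nrp1 in 2.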

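Of the 160 genes of Table S4, 157 were tested in the MRL tendons, and 131 were DEG, 94 higher and 37 lower after injury. Leaving out 1 library at a time gave from 81 to 129 DEG. Cell Cycle, Mitotic contained 28 of the 160 genes, Extracellular matrix organization 16 and Signaling by Interleukins 2. The receptor gene Tnfrsf12a, on chromosome 17 from 23675445 to 23677468, rose from 34.0 ± 10.8 CPM to 214 ± 83.7 CPM (SD, n = 4 each), a log2 fold change of 2.65 (standard error 0.33, adjusted p = 0.00172, edgeR's quasi-likelihood test). Wnt5b, on chromosome 6 from 119432531 to 119544347, rose from 7.86 ± 2.27 CPM to 34.4 ± 14.4 CPM (SD, n = 4 each), with a log2 fold change of 2.12 (standard error 0.33, adjusted p = 0.00429, edgeR). For Mmp3, on chromosome 9 from 7445822 to 7455975, the injured libraries spread widely, at 864 ± 1123 CPM (SD, n = 4) compared with 19.1 ± 20.3 CPM (SD, n = 4) without injury (log2 fold change 5.52, standard error 1.16, adjusted p = 0.0199, edgeR). The chemokine gene Ccl5, on chromosome 11 from 83525778 to 83530518, had 19.0 ± 17.1 CPM (SD, n = 4) after injury and 0.108 ± 0.215 CPM (SD, n = 4) without it, so its log2 fold change of 7.43 rests on few counts in the uninjured tendons (standard error 1.15, adjusted p = 0.00422, edgeR). The calls of Tnfrsf12a, Wnt5b and Ccl5 held in all 8 fits that left out 1 library, and that of Mmp3 in 7. In C57 the same genes had log2 fold changes of 0.86 for Tnfrsf12a, 0.39 for Wnt5b, 2.09 for Mmp3 and 2.06 for Ccl5, none of them past the threshold.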

**Figure 8:**
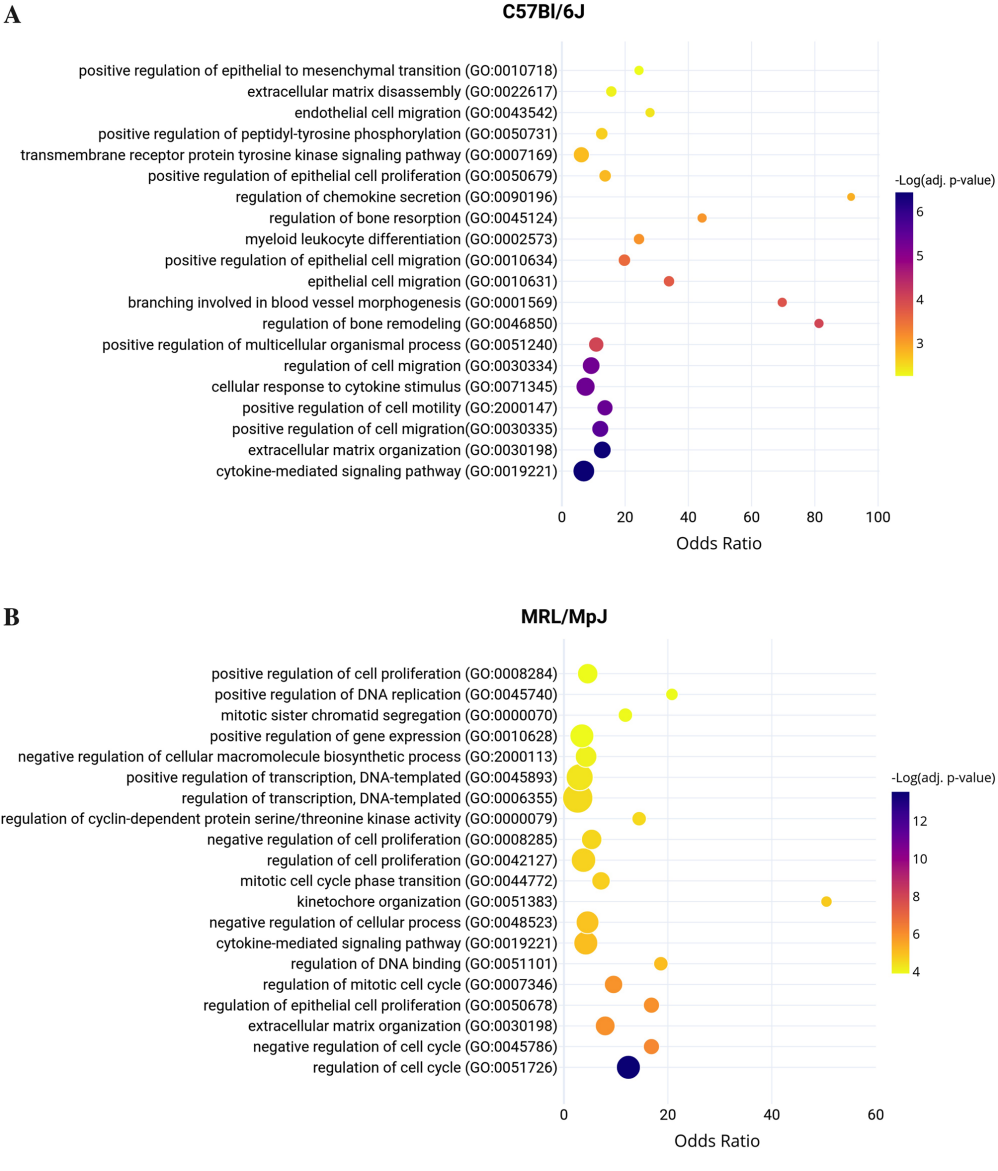
Biological Process Gene Ontology (GO) of 76 genes contributing to the activation of TGFB1 Upstream Regulator in the healing C57 tendon (**A**). Biological Process Gene Ontology (GO) of 160 genes contributing to the activation of TGFB1 Upstream Regulator in the healing MRL tendon (**B**). Bubble area corresponds to the number of genes in the enriched GO biological process.

### Reduced circulating cytokines and chemokines in the MRL injured mice

We have previously shown that the putative senescence marker plasminogen activator inhibitor 1 (PAI-1), downstream of TGF-β, is elevated in fibrotic tendon tissue in humans and mice^30^. In subsequent studies, we observed increases in the pro-survival signal BCL-2 in injured tendon, which appeared to be linked to inflammatory nuclear factor κB (NF-κB) signaling^31^. Therefore, in order to evaluate the roles of the immune response and systemic inflammatory signaling on the tendon healing, sera were extracted from whole blood draws from mice at different time points up to 14 dpi and analyzed for senescence associated secretory phenotype (SASP) proteins including inflammatory cytokines/chemokines, TGF-βs, and MMPs. In general, C57 and MRL mice exhibit similar circulatory concentrations of serum proteins in their uninjured state (Fig. 9A). Upon injury, the temporal changes in the circulating proteins in the C57 mice were in general more pronounced than in the MRL mice. Analyzed proteins were clustered in 4 major classes based on Pearson’s correlations (Fig. 9B). In the first cluster, the chemokine CXCL9 (MIG) showed no significant difference over time in the C57 but increased significantly over time in the MRL injured tendons. Cluster 2 proteins showed no significant differences over time or between C57 and MRL mice, which included TGF-βs (1,2,3), MMP-3 and CCL 4 (MIP-1β). Cluster 3 proteins, which included IL-1α, -12 (P40), -13, MMP-2 and -8, CSF1 (M-CSF) and 3, CCL5 (RANTES) and 11 (Eotaxin), CXCL2 (MIP-2) and 5 (LIX), were significantly higher in the C57 mice compared to the MRL mice, but did not vary significantly over time. Cluster 4 proteins showed significant changes over time in the C57 mice only, peaking at either 1 dpi (IL-2 and -9, MMP-12, and CCL3 (MIP-1α)) or 5 dpi (IL-1β, -2, -4, -5, -6, -7, 10, -12 (P70), -17, TNF-α, LIF, MMP-9, CCL2 (MCP-1) and CXCL1(KC) and 10 (IP-10)). In contrast circulation levels of these proteins were significantly lower and remained mostly unchanged over time in the MRL mice. Protein association networks of cluster 3 (Fig. 9C) and cluster 4 (Fig. 9D) circulating proteins visualized in String DB identified strong functional associations, which involved cytokine signaling in immune system and more specifically signaling by interleukins, chemokine signaling and activation of matrix metalloproteinases.

**Figure 9:**
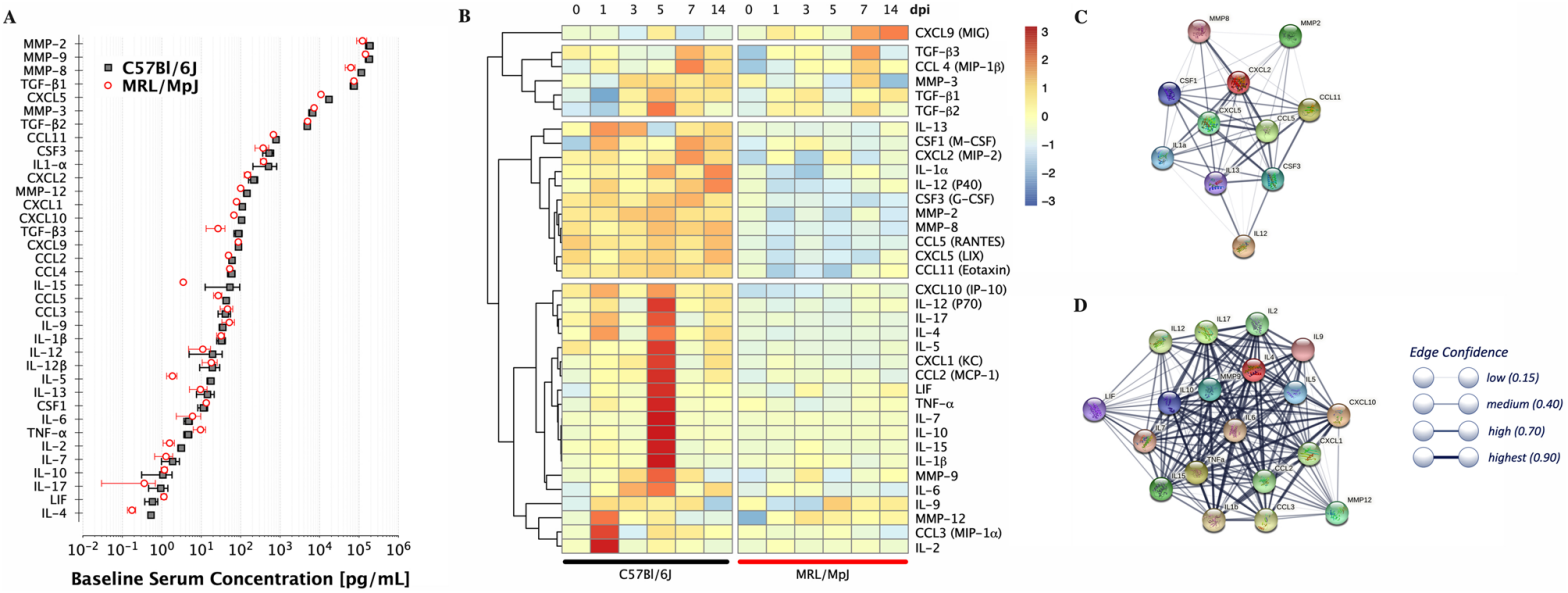
Serum protein analysis indicates temporal systemic upregulation of several circulating enzymes, cytokines, and chemokines in the C57 mice following tendon injury, but not in the MRL mice. (**A**) Baseline concentrations of serum proteins pre-injury plotted in order of concentration shows no significant differences between C57 and MRL mice. (**B**) Heatmaps for circulating serum enzymes, cytokines, and chemokines concentration (normalized to day 0 C57 controls) changes over time post flexor tendon injury (dark red indicates > + threefold increase and dark blue indicated > − threefold decrease compared to preinjury serum concentration). Dendrogram represent clustering based on Pearson’s correlations. Each box represents the average of N = 3 mice at each time point. String DB representation of physical and functional association network of cluster 3 (**C**) and cluster 4 (**D**) proteins.

## Discussion

Development of fibrotic flexor tendon adhesions, particularly in zone II of the hand^32^, limits their natural gliding function, strength, and intricate joint flexion^33,34^. Recent biological advances in scarless repair of tendon injuries^24,26,35^ have begun to elucidate the complex cellular and transcriptional interplay in restoring native tissue properties to injured tendons. For example, previous studies demonstrate that MRL tendon injuries heal to near normal biomechanical properties^25^, have reduced infiltrating immune cells^25^, attenuated inflammatory expression^24,36^, lower catabolic enzyme activity^28^, heightened MMP activity^24^, and improved ECM alignment^26^. These reports are consistent with our current findings in flexor tendons, but the biological drivers of this regenerative tendon healing phenotype have hitherto not been fully understood.

The objective of our study was to uncover the mechanisms of improved healing of MRL flexor tendon injuries to understand better the limitations of natural healing in common C57 mouse tendons. We first investigated the longitudinal histomorphometry and biomechanical properties of MRL and C57 mice flexor tendons after a zone II partial laceration injury. We demonstrated that the MRL flexor tendons heal with reduced tenocyte cellularity, reduced peritendinous adhesions, and accelerated recovery of their biomechanical properties of tensile strength, stiffness, and elastic moduli. We then performed bulk tissue transcriptomic analysis using next-generation RNA sequencing (RNA-Seq) to characterize enriched transcriptional pathways in the early reparative phase. These experiments uncovered dichotomous roles for TGFB1 in the healing of C57 and MRL tendons. Specifically, we identified TGFB1 as a major driver of positive enrichment of cytokine signaling, neutrophil degranulation, and ECM degradation pathways in injured C57 flexor tendons, and, by contrast, negative enrichment of cell cycle regulation and senescence pathways in the injured MRL flexor tendons. To validate these transcriptional observations, we investigated the systemic inflammatory response by analyzing the cytokines, chemokines, and growth factors in sera extracted from peripheral blood at different phases of healing. These assays revealed significantly lower circulatory concentrations of SASP proteins in the MRL relative to the C57 despite comparable baseline (day 0) serum concentrations. These findings provide insights into novel molecular pathways in tendon healing that could be therapeutic targets for regenerative tendon repair.

TGF-β is critical to the modulation of tendon healing and the effects of its isoforms are quite distinct. In flexor tendons, TGF-β1 expression is auto-inductive and is initially produced by inflammatory cells^37^. TGF-β1 stimulates fibroblast proliferation and migration, synthesis of collagen and fibronectin, inactivation of MMPs^38^ and myofibroblast differentiation^12^. Chang et al. reported increased expression of TGF-β1 in both tenocytes and infiltrating fibroblasts and inflammatory cells from the tendon sheath in a rabbit zone II flexor tendon healing model^39^. The inflammatory cells stimulate synovial and epitenon fibroblasts, partly through TGF-β1, to produce fibronectin, a marker of scarring^37^. The role of TGF-β1 in scar formation is accentuated by the observation that while fetal cutaneous wound healing and tendon repair are scar-free^40,41^, the in utero administration of TGF-β1 to fetal rabbit wounds results in fibrotic scarring similar to that observed in adult rabbits^41^. In our study, we did not observe changes in circulating TGF-β1 levels over time or between the C57 and MRL mice. However, we did observe dichotomous downstream effects of TGFB1 gene regulatory networks between the C57 and MRL healing tendons locally. In particular, genes regulated by TGFB1 in the C57 tendons positively enriched pathways relevant to cytokine signaling in chemotaxis and inflammation, ECM organization, angiogenesis, and epithelial to mesenchymal transition, whereas the TGFB1 regulated genes in the MRL tendons negatively enriched pathways predominately related to cell cycle regulation and senescence. These results corroborate reports of dual roles for TGF-β in different contexts, such as being protective and cytostatic against tumorigenesis but also a promoter of tumor progression, invasion, and metastasis in established tumors^42^. 

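As a measure for each library, the mean log2 CPM of the TGFB1 targets was computed. The paper lists 19 of the 76 and 52 of the 160 targets as lower after injury. Rises and falls therefore partly cancel in this mean, which does not measure the size of the response. For the 76 targets of the C57 tendons it was 5.03 ± 0.20 (SD, n = 4) in injured and 3.89 ± 0.23 (SD, n = 4) in uninjured C57 tendons, a difference of 1.14 (two-sided exact permutation p = 0.0286). In MRL tendons the same genes differed by 0.28 (4.49 ± 0.24 and 4.20 ± 0.32, SD, n = 4 each, exact permutation p = 0.229). For the 160 targets of the MRL tendons the difference was 1.41 in MRL (5.33 ± 0.18 and 3.93 ± 0.09, SD, n = 4 each, exact permutation p = 0.0286) and 0.80 in C57 (4.88 ± 0.31 and 4.08 ± 0.05, SD, n = 4 each, exact permutation p = 0.0286). The mean over the targets of the MRL tendons therefore rose in both strains, and every injured library lay above every uninjured library of its strain. Adjusted over the 36 set comparisons, each p of 0.0286 became 0.103 and that of 0.229 became 0.343. Each list consists of genes called in its own strain and, in the DESeq2 fit with a prior over all 16 libraries, not in the other, so a larger response in its own strain was favoured by the choice of genes.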

Dual roles of TGF-β have also been reported in autoimmune-induced tissue damage, wherein reduced TGF-β signaling in immune cells can lead to inflammatory dysregulation triggering the production of TGF-β in target organs, which subsequently leads to fibrogenesis and organ failure^43^. It is possible that the effects of TGF-β in the injured tendon are intertwined with the inflammatory cytokines and chemokines in the site of injury and systemically. Particularly intriguing was the detection of cells positive for both F4/80 and α-SMA in the C57 injured tendons but not the MRL tendons. This observation could be indicative of macrophage–myofibroblast transition (MMT), which is implicated as a mechanism of chronic inflammation and progressive fibrosis in kidney^44^ but never reported in tendon repair. Previous studies have demonstrated the role of TGF-β/Smad3 signaling in regulating the transition of bone marrow-derived macrophages into myofibroblasts during tissue fibrosis^45^. It is also possible that intrinsic genetic differences in the tendon fibroblasts and infiltrating inflammatory cells could explain the dichotomous responses downstream of TGFB1. A third possibility is that the innate tissue properties in the MRL mouse tendon^26^ can modulate the effects of TGF-β1 resulting in accelerated repair. These possibilities warrant further investigation in future studies.

RNA-Seq analyses revealed negative enrichment of cell cycle regulation in the MRL tendons compared to the C57 healing flexor tendons who exhibited positive enrichment of inflammatory and ECM organization pathways, driven differentially by TGFB1 regulated gene sets. 

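The difference between strains in the cell cycle genes was tested as a set with limma's camera on the interaction of strain and injury over all 16 libraries. The 95 S and G2/M phase genes rose by 1.61 more on the log2 scale in MRL than in C57 (p = 2.65e-18 with camera's fixed correlation between genes of 0.01). When the correlation between genes was estimated from the data, the cell cycle set interaction had a p-value of 0.0549, and of 0.120 without both libraries labelled uninjured replicate 4. Of 100 drawn assignments of the strain labels, the real one included, 13 gave a p-value as small as 2.65e-18 under the fixed correlation. An assignment and its mirror, with all strain labels exchanged, were counted as 1, so the sign of a drawn interaction carries no information. With Cell Cycle, Mitotic as the set, the mean interaction was 0.54. Leaving out 1 library at a time gave between 1.04 and 1.86 for the S and G2/M phase genes, with the lowest value without the library labelled C57 uninjured replicate 4. In each strain the mean of these genes was higher in injured than in uninjured tendons, by 3.03 on the log2 scale in MRL and by 1.41 in C57, and in C57 by 1.98 without that library.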

The increased responsiveness of injured C57 tendons to circulating inflammatory cytokines, chemokines, and growth factors may be associated with its positive enrichment of cell cycle evidenced by cyclin D1 (*ccnd1*) pathways. In contrast, injured MRL tendons negatively enriched pathways associated with cell cycle regulators TP53, CDKN1A (p21), CDKN2A (p16), RB1, FOXO3, and PTEN. 

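Ccnd1, the gene of cyclin D1 on chromosome 7 from 144929931 to 144939925, had 23.5 ± 11.8 CPM (SD, n = 4) in injured and 11.4 ± 13.2 CPM (SD, n = 4) in uninjured C57 tendons, which did not exceed the spread between replicates (log2 fold change 0.98, standard error 0.74, adjusted p = 0.573, edgeR's quasi-likelihood test). The highest uninjured value, 31.0 CPM, was that of the library labelled C57 uninjured replicate 4, and without it the log2 fold change was 2.20 with an adjusted p of 0.0346 (edgeR). In the MRL tendons Ccnd1 rose from 6.49 ± 4.03 CPM to 77.8 ± 31.6 CPM (SD, n = 4 each), a log2 fold change of 3.57 (standard error 0.55, adjusted p = 0.00416, edgeR). The interaction of strain and injury was 2.54 (standard error 0.99, unadjusted p = 0.0219, adjusted p = 0.355, edgeR). The upstream regulator CCND1 is listed for the MRL tendons, with the paper's activation Z-score of 4.361. Of its listed genes, 43 of the 51 tested in MRL rose and 46 were DEG, and 42 of the 50 tested in C57 rose and none was a DEG. Its genes are listed because the paper called them in MRL. No gene under any regulator listed for MRL was a DEG in C57, so this lack of calls is no test of a difference.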

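The genes listed under RB1 and FOXO3 in Table S2 mostly rose in the injured MRL tendons. For RB1, 47 of 58 tested genes rose and 52 were DEG, 42 higher and 10 lower. For FOXO3, 35 of 49 rose and 40 were DEG, 31 higher and 9 lower. Cell Cycle, Mitotic contained 28 of the genes under RB1 and 24 of those under FOXO3. The transcripts of both regulators did not pass the threshold in either strain. Rb1, on chromosome 14 from 73183673 to 73325822, had a log2 fold change of -0.01 in MRL (standard error 0.27, adjusted p = 0.993, edgeR's quasi-likelihood test) and of 0.40 in C57 (standard error 0.33, adjusted p = 0.612, edgeR). Foxo3, on chromosome 10 from 42181841 to 42276755, was lower in each injured library than in each uninjured library of the same strain, with log2 fold changes of -0.88 in MRL (standard error 0.27, adjusted p = 0.0632, edgeR) and -1.10 in C57 (standard error 0.30, adjusted p = 0.132, edgeR), and the C57 injured library BI-183 lay apart from the other 3.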

The enrichment of these cell cycle regulators is associated with cellular senescence^46^. Cell cycle regulation and cellular senescence have recently become therapeutic targets in a number of conditions including fibrosis. Specifically, the cell cycle regulator p53 is induced in multiple fibrotic conditions such as idiopathic pulmonary fibrosis (IPF) and kidney fibrosis. In the absence of p53, bleomycin induced pulmonary fibrosis is prevented^47^ and its absence reduces chronic renal injury^48^. Furthermore, the antifibrotic agent used to treat IPF, Pirfenidone, has been shown to induce cell cycle arrest^49,50^. Reduced cell apoptosis, cell cycle regulation through p21 (*cdkn1a*)^51^, p53 (*trp53*), and p16 (*cdkn2a*), increased cell proliferation^52^, and enhanced stem cell function^53^ may command augmented regenerative capacity.

While the prolonged systemic response in the C57 is surprising given the focal nature of the injury, the diminished response in the MRL is likely associated with decreased recruitment of inflammatory cells to the injury site similar to the scar-free healing of fetal wounds^54^. Interestingly, chemokine (C-X-C motif) ligand 9, CXCL9 is the single cytokine in cluster 1 and is transiently upregulated in MRL healing. In other fibrotic conditions increased CXCL9 has been beneficial to patient function and reduced fibrosis^55,56^. A study of serum cytokine levels of patients with hypersensitivity pneumonitis pulmonary fibrosis demonstrated a worsening lung function with reduced levels of CXCL9^55^. Additionally, systemic administration of CXCL9 prevented the development of CCL4 induced liver fibrosis in a murine model^56^. Altogether, the observed elevation of CXCL9 in the MRL sera after injury points to a potential therapeutic benefit of CXCL9 administration, which merits testing in tendon injury. In addition, proteins in clusters 3 and 4 can potentially be viewed as serum biomarkers or potentially candidates for therapeutics inhibition to mitigate fibrovascular scar healing in tendon.

This study has yielded novel insights into the transcriptional upstream regulators that drive enhanced tendon healing and fibrosis. However, there are limitations that qualify the conclusions of our study. First, our study was limited in assessing transcriptional regulation in bulk tendon tissue in native tendon and 7 days after injury. Whole-genome transcriptional profiling from the injured tendon tissue site represents a heterogeneous cell population of tenocytes, fibroblasts, myofibroblasts and immune cells, which could be resolved by single-cell RNA-sequencing in the tendon healing as recently described^57^. Future analysis will benefit from the utilization of single cell RNA-sequencing or spatial transcriptomics to elucidate signaling mechanisms at a cellular level given the involvement of the heterogeneous cellular populations at the tendon injury site and at later time-points that would represent the fibro-proliferative and remodeling phases of wound healing. Another limitation is that only male mice were included in this study. There are mixed reports on sex differences in the mechanical properties and biochemical composition of male and female tendons^58^ and in their response to injury^59^. With respect to incidence of flexor tendon lacerations in humans, males are 5:1 more likely to experience flexor tendon lacerations compared to females^60^, which justifies the focus on male animals in this study. However, future studies should evaluate potential sex differences flexor tendon healing in the C57 and MRL mice.

In summary, this study identified critical cell cycle regulation and differentiation roles for TGFB1 signaling that contribute to improved tendon repair following injury in MRL flexor tendons but not in the C57 tendons. Uncovering the unique cellular and molecular pathways in which TGFB1 induces regenerative tendon healing in the MRL model could help identify therapeutic targets for regenerative tendon healing.

## Materials and methods

### Animal care and flexor tendon surgery

The study is in accordance with relevant guidelines and regulations. All methods are reported in accordance with ARRIVE guidelines (https://arriveguidelines.org) ^61^. All animal experimental protocols were approved by University of Rochester Committee on Animal Research (UCAR). Breeding pairs for the C57BL/6J (C57; stock number: 000664) and MRL/MpJ (MRL; stock number: 000486) were obtained from the Jackson Laboratory (Bar Harbor, ME) and bred in-house. Nine to eleven-week-old male mice from each strain were randomized into experimental groups. The mouse surgery protocol involves a partial laceration of the deep digital flexor (DDF) tendon of the 3rd digit in the hind paw, as previously described^30^. Surgeries were performed under a stereomicroscope on the hind paws using sterile aseptic techniques. Mice were anesthetized with 60 mg/kg ketamine and 4 mg/kg xylazine. A transverse incision was made on the 3rd digit between the metatarsophalangeal (MTP) and the proximal interphalangeal (PIP) joints. A transverse, mediolateral cut across roughly 50% of the DDF tendon width was completed. The skin incision was closed using interrupted sutures (Ethicon Suture, V950G, 9-0). To minimize pain, all mice were subcutaneously, Buprenorphine was administered immediately after closure of the skin incision (0.05 mg/kg) and postoperatively every 24 h up to 72 h. Blood was collected from mice whose hind paws were used for gene expression analysis.

### Biomechanical testing

Tensile elastic biomechanical testing was completed as previously described^30^. The DDFT was released at the myotendinous junction, precisely dissected along the tibia and tarsal bones, and released from the tarsal tunnel pulleys. The middle (3rd) tendon was isolated, with the tendon-to-bone attachment (enthesis) left intact for mounting and gripping. Tendons were loaded in a custom uniaxial microtester (eXpert 4000 MicroTester, ADMET, Inc., Norwood, MA) with the 3rd digit tip gripped between the two stainless steel plates. After preloading to 0.05 N, tendon width, thickness, and gauge length were measured while the tissue was immersed in a 1× PBS bath and imaged on the microscope. Tendon gauge length was measured as the length of the tendon between the Microtester system clamps. Width measurements were taken first, then the tendon was rotated 90 degrees in the clamps to measure thickness. Width and thickness measurements were taken at 3–5 locations along the length of the tendon and averaged. Cross sectional area was assumed to be an ellipse. Based on each sample’s total gauge length, each sample underwent uniaxial displacement-controlled biomechanical testing as follows; 1% strain preconditioning for 10-cycles, returned to initial gauge length to rest for 5 min, stretched to 5% strain (0.05 strain/8 s) and held for 10 min to allow for stress-relaxation, returned to initial gauge length to rest for 5 min, and concluded with a displacement-controlled ramp to failure at 0.05 mm/sec. Structural and material properties were determined from the ramp to failure force–displacement and stress–strain curves, respectively. All mechanical testing analysis was completed with a custom Matlab (MathWorks, Natick, MA) code. Sample size of N = 4–6 for each mouse strain and each experimental timepoint.

### Histology and immunohistochemistry

The hind paw was transected near the tarsal bones and prepared for histology by scoring the skin superficial to the footpad to enhance 10% Neutral Buffered Formalin (NBF) tissue infiltration. Tissues were fixed in 10% NBF for 48 h at room temperature (RT), followed by decalcification in calis-EDTA (pH 7.2–7.4) for 7 days at RT. The tissues were then dehydrated in an ethanol gradient and embedded in paraffin. Paraffin-embedded tissues were cut axially into 5 μm thick sections between the metatarsophalangeal (MTP) joint and the A3 pulley of each sample, then stained for 15 s with Mayer’s Hematoxylin. Sections for histomorphometric analysis were immediately cover slipped with a water-based mounting medium (Faramount Aqueous Mounting Medium, Dako, #S3025), whereas sections for immunohistochemistry (IHC) were cover slipped after IHC.

For immunohistochemistry, paraffin-embedded and sectioned tissues were collected at 0, 14, 28, and 56 days post injury (dpi). Slides were incubated in citrate buffer (10 mM Na citrate, pH 7.2) for 3 h at 70 °C for antigen retrieval, circled with a hydrophobic barrier pen (Vector Laboratories, Burlingame, CA), and blocked with an endogenous peroxidase/ alkaline phosphatase inhibitor (Bloxall, Vector Laboratories). After washing with PBST (PBS+ 0.1% Tween-20), they were incubated for 1 h at room temperature in blocking solution (5% normal horse serum+ PBST). Sections were incubated for 1 h at RT with the primary antibody mouse monoclonal PCNA (ab29, Abcam) at 1:1000 (1 μg/mL) dilution. Followed by Vectastain Elite Kit with DAB chromogen (Vector Laboratories). Immunohistochemical sections were rinsed with deionized water, counterstained with Mayer’s Hematoxylin, cover slipped with a water-based mounting medium (Faramount Aqueous Mounting Medium, Dako, #S3025), and imaged with a VS120 Virtual Slide Microscope (Olympus, Waltham, MA).

### Quantification of histomorphometric and immunohistochemical images

For histomorphometry, paraffin-embedded tissues were prepared as described above. Brightfield images were obtained from the slide scanner and processed using Visiopharm image analysis software v.6.7.0.2590 (Visiopharm, Hørsholm, Denmark). Regions of interest were manually drawn to define the tendon tissue area inside the synovial sheath. Using a custom Visiopharm program, imaged sections were Bayesian classified and thresholded to train the program to specific pixel RGB colors and intensities. To improve accuracy and repeatability, post-processing analyses defined cell nuclei area > 2 µm^2^, synovial sheath space (SS) 5µm^2^ < SS < 5000 µm^2^, eroded local minima pixel intensities for each colorimetric label, and labeled blank space within the tendon body as intratendinous space. Magnified brightfield images of hematoxylin stained section (10×, 20×) were manually delineated to distinguish the superficial digital flexor tendons (SDFT) from the deep digital flexor tendons (DDFT). The following tissue measurements were taken: DDF tendon cross-sectional area, synovial sheath space (SS), tendon extracellular matrix (ECM), intratendinous cell nuclei count, intratendinous cellular density, and length of DDFT perimeter adhered to subcutaneous tissues^30^. Each histomorphometric outcome measure was quantified using Visiopharm software. Quantitative histomorphometric scoring was averaged for N = 4–5 animals per experimental group (n = 3–5 images (technical replicates) per animal). Additional plantar 3 micron-thick sections of the injured tendons were stained with Masson’s Trichrome to assess collagen deposition. For immunofluorescent staining, sections were stained with F4/80 (1:50, Cat#: ab6640), Bcl2 (1:500, Cat#: ab182858), α-SMA-FITC (1:200, Cat#: F3777), or Histone H2A.X (phospho S139) (1:100, Cat#: 05-636). Sections were counterstained with a DAPI nuclear stain and imaged with a VS120 Virtual Slide Microscope (Olympus).

### RNA extraction

Tendon tissue was collected from the injury site for RNA extraction and subsequent gene expression analysis by the URMC Genomics Core. Briefly, partially lacerated, or uninjured tendon tissue was flash frozen in liquid nitrogen and stored at − 80 °C until extraction. Peritendinous tissue and surrounding sheath tissue were not removed due to size limitations. Total RNA was isolated from single tendons utilizing Trizol (ThermoFisher, #15596026) extraction methods and a bullet blender for tissue homogenization. RNA concentration was determined with the NanoDrop 1000 spectrophotometer (NanoDrop, Wilmington, DE) and RNA quality assessed with the Agilent Bioanalyzer 2100 (Agilent, Santa Clara, CA).

### Next-generation sequencing (NGS) data processing and alignment

Samples of 1 ng of total RNA were pre-amplified with the SMARTer Ultra Low Input kit v4 (Clontech, Mountain View, CA) per manufacturer’s recommendations. The quantity and quality of the subsequent cDNA was determined using the Qubit Flourometer (Life Technnologies, Carlsbad, CA) and the Agilent Bioanalyzer 2100 (Agilent, Santa Clara, CA). 150 pg of cDNA was used to generate Illumina compatible sequencing libraries with the NexteraXT library preparation kit (Illumina, San Diego, CA) per manufacturer’s protocols. The amplified libraries were hybridized to the Illumina single end flow cell and amplified using the cBot (Illumina, San Diego, CA). Single end reads of 100nt were generated for each sample. Raw reads generated from the Illumina HiSeq. 2500 sequencer were demultiplexed using bcl2fastq version 2.19.0. Quality filtering and adapter removal are performed using Trimmomatic version 0.36 with the following parameters: “TRAILING:13 LEADING:13 ILLUMINACLIP:adapters.fasta:2:30:10 SLIDINGWINDOW:4:20 MINLEN:15”. Quality reads were then mapped to the Mus musculus reference sequence (GRCm38.p5) with STAR_2.5.2b with the following parameters: “‐‐twopassMode Basic ‐‐runMode alignReads ‐‐genomeDir ${GENOME} ‐‐readFilesIn ${SAMPLE} ‐‐outSAMtype BAM SortedByCoordinate ‐‐outSAMstrandField intronMotif ‐‐outFilterIntronMotifs RemoveNoncanonical”. Differential expression analysis and data normalization were performed using default methods in DESeq. 2‐1.14.1 with an adjusted *p* value threshold of 0.05.

### Bioinformatics and statistical analyses of DEG

Differential expression analysis and data normalization were performed using DESeq. 2‐1.14.1 on RNA extracted from injured tendons at 7 days post injury (dpi) relative to uninjured expression levels within each strain independently (N = 4 animals per experimental group). DEG was identified by filtering DeSeq. 2 pairwise comparisons for biological (ABS(Log2FC) > 1) and statistical significance (adjusted *p* < 0.05). Functional enrichment of upstream regulators was completed in pathway enrichment analysis using Ingenuity Pathway Analysis (IPA; http://www.ingenuity.com). Default settings were used to determine upstream regulators using the global molecular network contained in the IPA knowledge base. Downstream targets of the upstream regulator TGF-β1 identified in IPA were exported for further functional analysis using Enrichr (https://maayanlab.cloud/Enrichr/) and Reactome (https://reactome.org).

### Multiplex serum protein assay

Peripheral blood was collected via submandibular bleeds (~ 0.2–0.5 ml) from uninjured and at 1, 3, 5, 7, and 14 days post injury (dpi). The blood clotted completely at room temperature, was centrifuged to isolate blood serum from coagulate, then the blood serum (~ 20–40 μl) was transferred to cryovials for storage at − 80 °C before shipping to EVE Technologies for multiplex protein analysis (EVE Technologies 3415A-3 Ave., N.W. Calgary, AB Canada T2N 0M4). Serum protein analysis was performed with three analytical arrays of cytokines, chemokines, and transforming growth factor beta isoforms. Sample size was 3 mice per strain per time-point. Serum protein concentrations for Day 5 C57 contain only two samples because the third serum sample is a statistical outlier. We used the Prism ROUT outlier detection test (Q = 1%)^62^, which confirmed that these measurements were statistical outliers, and were therefore removed from the analysis.

### Statistical analyses

All histomorphometry and biomechanics data were graphed and statistically analyzed with GraphPad Prism (GraphPad Software). All data were tested for normality using the Kolmogorov–Smirnov test in Prism before conducting statistical comparisons that assume normal distributions (e.g. ANOVA). Significant differences (*p* < 0.05) for all data were determined using a 2-way ANOVA and Bonferroni-corrected multiple comparison post-tests. Differential expressional analysis and plots was generated in R Studio with an adjusted *p*-value threshold of 0.05.

## Supplementary Information

Supplementary Information.

## Data Availability

The RNA‐seq raw and processed data were deposited in the Gene Expression Omnibus (GEO) under accession GSE175912.

## References

[1] Pryce BA (2009). Recruitment and maintenance of tendon progenitors by TGFbeta signaling are essential for tendon formation. Development.

[2] Schweitzer R (2001). Analysis of the tendon cell fate using Scleraxis, a specific marker for tendons and ligaments. Development.

[3] Berthet E (2013). Smad3 binds Scleraxis and Mohawk and regulates tendon matrix organization. J. Orthop. Res..

[4] Ito Y (2010). The Mohawk homeobox gene is a critical regulator of tendon differentiation. Proc. Natl. Acad. Sci. USA.

[5] Alberton P (2015). Loss of tenomodulin results in reduced self-renewal and augmented senescence of tendon stem/progenitor cells. Stem Cells Dev..

[6] Dex S (2017). Tenomodulin is required for tendon endurance running and collagen I Fibril adaptation to mechanical load. EBioMedicine.

[7] Whalen WP (1951). Utilization of scar tissue in bridging tendon defects. Ann. Surg..

[8] Tempfer H, Traweger A (2015). Tendon vasculature in health and disease. Front. Physiol..

[9] Andarawis-Puri N, Flatow EL (2018). Promoting effective tendon healing and remodeling. J. Orthop. Res..

[10] Thomopoulos S, Parks WC, Rifkin DB, Derwin KA (2015). Mechanisms of tendon injury and repair. J. Orthop. Res..

[11] Dyment NA, Galloway JL (2015). Regenerative biology of tendon: mechanisms for renewal and repair. Curr. Mol. Biol. Rep..

[12] Kaji DA, Howell KL, Balic Z, Hubmacher D, Huang AH (2020). Tgfbeta signaling is required for tenocyte recruitment and functional neonatal tendon regeneration. Elife.

[13] Howell K (2017). Novel model of tendon regeneration reveals distinct cell mechanisms underlying regenerative and fibrotic tendon healing. Sci. Rep..

[14] Dyment NA (2013). The paratenon contributes to scleraxis-expressing cells during patellar tendon healing. PLoS ONE.

[15] Best KT, Loiselle AE (2019). Scleraxis lineage cells contribute to organized bridging tissue during tendon healing and identify a subpopulation of resident tendon cells. FASEB J..

[16] Nichols AEC, Best KT, Loiselle AE (2019). The cellular basis of fibrotic tendon healing: challenges and opportunities. Transl. Res..

[17] Clark LD, Clark RK, Heber-Katz E (1998). A new murine model for mammalian wound repair and regeneration. Clin. Immunol. Immunopathol..

[18] Beare AH, Metcalfe AD, Ferguson MW (2006). Location of injury influences the mechanisms of both regeneration and repair within the MRL/MpJ mouse. J. Anat..

[19] Heydemann A (2012). The superhealing MRL background improves muscular dystrophy. Skelet. Muscle.

[20] Tseng C (2019). Markers of accelerated skeletal muscle regenerative response in murphy Roths large mice: Characteristics of muscle progenitor cells and circulating factors. Stem Cells.

[21] Fitzgerald J (2017). Enhanced cartilage repair in 'healer' mice-New leads in the search for better clinical options for cartilage repair. Semin. Cell Dev. Biol..

[22] Leonard CA (2015). Allogeneic bone marrow transplant from MRL/MpJ super-healer mice does not improve articular cartilage repair in the C57Bl/6 strain. PLoS ONE.

[23] Rai MF, Sandell LJ (2014). Regeneration of articular cartilage in healer and non-healer mice. Matrix Biol..

[24] George NS, Bell R, Paredes JJ, Taub PJ, Andarawis-Puri N (2020). Superior mechanical recovery in male and female MRL/MpJ tendons is associated with a unique genetic profile. J. Orthop. Res..

[25] Lalley AL (2015). Improved biomechanical and biological outcomes in the MRL/MpJ murine strain following a full-length patellar tendon injury. J. Orthop. Res..

[26] Paredes J, Marvin JC, Vaughn B, Andarawis-Puri N (2020). Innate tissue properties drive improved tendon healing in MRL/MpJ and harness cues that enhance behavior of canonical healing cells. FASEB J..

[27] Davis TA, Longcor JD, Hicok KC, Lennon GG (2005). Prior injury accelerates subsequent wound closure in a mouse model of regeneration. Cell Tissue Res..

[28] Sebastian A (2018). Comparative transcriptomics identifies novel genes and pathways involved in post-traumatic osteoarthritis development and progression. Int. J. Mol. Sci..

[29] Caldwell RL, Opalenik SR, Davidson JM, Caprioli RM, Nanney LB (2008). Tissue profiling MALDI mass spectrometry reveals prominent calcium-binding proteins in the proteome of regenerative MRL mouse wounds. Wound Repair. Regen..

[30] Freeberg MAT (2018). Serpine1 knockdown enhances MMP activity after flexor tendon injury in mice: Implications for adhesions therapy. Sci. Rep..

[31] Best KT (2020). NF-κB activation persists into the remodeling phase of tendon healing and promotes myofibroblast survival. Sci. Signal.

[32] Elliot, D., Lalonde, D. H. & Tang, J. B. Commentaries on Clinical results of releasing the entire A2 pulley after flexor tendon repair in zone 2C. K. Moriya, T. Yoshizu, N. Tsubokawa, H. Narisawa, K. Hara and Y. Maki. J Hand Surg Eur. 2016, 41: 822–28. *J. Hand. Surg. Eur. Vol.***41**, 829–830, 10.1177/1753193416655932 (2016).10.1177/175319341665593227655812

[33] Tang JB (2013). Current practice of primary flexor tendon repair: a global view. Hand Clin..

[34] Zhou X, Li XR, Qing J, Jia XF, Chen J (2017). Outcomes of the six-strand M-Tang repair for zone 2 primary flexor tendon repair in 54 fingers. J. Hand Surg. Eur..

[35] Freeberg MAT (2019). Transcriptomic analysis of cellular pathways in healing flexor tendons of plasminogen activator inhibitor 1 (PAI-1/Serpine1) null mice. J. Orthop. Res..

[36] Paredes J, Shiovitz DA, Andarawis-Puri N (2018). Uncorrelated healing response of tendon and ear injuries in MRL highlight a role for the local tendon environment in driving scarless healing. Connect Tissue Res..

[37] Wojciak B, Crossan JF (1994). The effects of T cells and their products on in vitro healing of epitenon cell microwounds. Immunology.

[38] Wang S, Hirschberg R (2003). BMP7 antagonizes TGF-beta -dependent fibrogenesis in mesangial cells. Am. J .Physiol. Renal. Physiol..

[39] Chang J (1997). Gene expression of transforming growth factor beta-1 in rabbit zone II flexor tendon wound healing: evidence for dual mechanisms of repair. Plast. Reconstr. Surg..

[40] Beredjiklian PK (2003). Regenerative versus reparative healing in tendon: A study of biomechanical and histological properties in fetal sheep. Ann. Biomed. Eng..

[41] Krummel TM (1988). Transforming growth factor beta (TGF-beta) induces fibrosis in a fetal wound model. J. Pediatr. Surg..

[42] Lebrun JJ (2012). The dual role of TGFbeta in human cancer: From tumor suppression to cancer metastasis. ISRN Mol. Biol..

[43] Saxena V (2008). Dual roles of immunoregulatory cytokine TGF-beta in the pathogenesis of autoimmunity-mediated organ damage. J. Immunol..

[44] Meng X-M (2016). Inflammatory macrophages can transdifferentiate into myofibroblasts during renal fibrosis. Cell Death Dis..

[45] Wang S (2016). TGF-β/Smad3 signalling regulates the transition of bone marrow-derived macrophages into myofibroblasts during tissue fibrosis. Oncotarget.

[46] Tchkonia T, Zhu Y, van Deursen J, Campisi J, Kirkland JL (2013). Cellular senescence and the senescent secretory phenotype: therapeutic opportunities. J. Clin. Invest..

[47] Shetty SK (2017). p53 and miR-34a feedback promotes lung epithelial injury and pulmonary fibrosis. Am. J. Pathol..

[48] Higgins SP (2018). TGF-beta1/p53 signaling in renal fibrogenesis. Cell Signal.

[49] Ruwanpura SM, Thomas BJ, Bardin PG (2020). Pirfenidone: Molecular mechanisms and potential clinical applications in lung disease. Am. J. Respir. Cell Mol. Biol..

[50] Usugi E (2019). Antifibrotic agent pirfenidone suppresses proliferation of human pancreatic cancer cells by inducing G0/G1 cell cycle arrest. Pharmacology.

[51] Jablonski CL, Besler BA, Ali J, Krawetz RJ (2019). p21(−/−) mice exhibit spontaneous articular cartilage regeneration post-injury. Cartilage.

[52] Bedelbaeva K (2010). Lack of p21 expression links cell cycle control and appendage regeneration in mice. Proc. Natl. Acad. Sci. USA.

[53] Naviaux RK (2009). Retained features of embryonic metabolism in the adult MRL mouse. Mol. Genet. Metab..

[54] Ferguson MW, O'Kane S (2004). Scar-free healing: from embryonic mechanisms to adult therapeutic intervention. Philos. Trans. R. Soc. Lond. B Biol. Sci..

[55] Nukui Y (2019). Serum CXCL9 and CCL17 as biomarkers of declining pulmonary function in chronic bird-related hypersensitivity pneumonitis. PLoS ONE.

[56] Sahin H (2012). Chemokine Cxcl9 attenuates liver fibrosis-associated angiogenesis in mice. Hepatology.

[57] Harvey T, Flamenco S, Fan CM (2019). A Tppp3(+)Pdgfra(+) tendon stem cell population contributes to regeneration and reveals a shared role for PDGF signalling in regeneration and fibrosis. Nat. Cell Biol..

[58] Sarver DC (2017). Sex differences in tendon structure and function. J. Orthop. Res..

[59] Silbernagel KG (2015). Sex differences in outcome after an acute achilles tendon rupture. Orthop. J. Sports Med..

[60] de Jong JP (2014). The incidence of acute traumatic tendon injuries in the hand and wrist: a 10-year population-based study. Clin Orthop Surg.

[61] Kilkenny C, Browne WJ, Cuthill IC, Emerson M, Altman DG (2010). Improving bioscience research reporting: The ARRIVE guidelines for reporting animal research. PLoS Biol.

[62] Motulsky HJ, Brown RE (2006). Detecting outliers when fitting data with nonlinear regression—A new method based on robust nonlinear regression and the false discovery rate. BMC Bioinformatics.

How the deposited data were processed for this re-analysis (not part of the article)

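RNA-seq was available for 16 libraries of mouse flexor tendon, with 4 libraries each of uninjured C57, injured C57, uninjured MRL and injured MRL tendon, the injured tendons at 7 days post-injury. The strain, the injury and, for uninjured tendons, the replicate number of each library were taken from the labels deposited with the samples and their number is that of the methods. Injured libraries carry no replicate number and are named here by the animal or library name in their labels (BI-181, BI-183, BI-184 and BI-185 in C57, BI-270, BI-272, BI-274 and BI-275 in MRL). The replicate numbers of the uninjured tendons come from the same labels, and same-numbered C57 and MRL libraries are different animals.

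The authors trimmed single-end reads of 100 nt with Trimmomatic 0.36, mapped them with STAR 2.5.2b in its two-pass mode to GRCm38.p5, and deposited a table of whole-number counts for 49568 gene symbols in 16 columns, without normalization or a filter. The program, gene annotation and strand setting of the counting are not named in the paper's text. The paper's own calls were made with DESeq2 1.14.1. Counts of overlapping genes, antisense genes and members of multigene families are therefore uncertain. The methods, unlike the labels deposited with the samples, describe pre-amplification, and they name no molecular identifiers. If the libraries were pre-amplified, counting error alone understates the technical error.

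The total count per library ranged from 12552424 to 23741648 (median 15520024.5), and 3 counts, taken as the floor, corresponded to between 0.128 and 0.237 CPM. The C57 and MRL injured groups differed in depth, with median totals of 14560249.5 and 23460742.5. A fold change against a group whose libraries all had at most 3 counts was computed against that floor and is given as a lower bound.

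Differential expression was computed with edgeR 4.0.16 in R 4.3.3. For each strain the 8 libraries of that strain were fitted alone, genes were kept by edgeR's expression filter on the groups, library sizes were adjusted by TMM, and the robust quasi-likelihood test was used. DEG had a Benjamini-Hochberg adjusted p-value under 0.05 and an absolute log2 fold change over 1, which are the paper's criteria. The standard error of a log2 fold change was derived from the fold change and its F statistic. The interaction of strain and injury was fitted over all 16 libraries and called at an adjusted p-value under 0.05. The uninjured tendons of both strains were compared in a fit of their own, without and with the replicate number as a block. CPM were computed on TMM-adjusted library sizes, and log2 CPM with a prior count of 2.

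Reactome pathways were those of the mouse sets in fgsea 1.28.0, matched by Entrez gene identifiers, which 35665 of the 49568 symbols had. Sets of 10 to 500 background genes, and larger parent sets named in Fig. 5, were tested with a one-sided Fisher's exact test against the tested genes that belong to a pathway. The paper's pathway analysis used the Reactome website, whose sets were not used here. The S and G2/M phase genes came from Seurat 5.3.0, and their interaction was tested with camera of limma 3.58.1 with a fixed correlation between genes of 0.01. The mean log2 CPM of gene sets was compared between injured and uninjured libraries with a two-sided exact permutation test, whose smallest p-value for 4 against 4 libraries is 0.0286, and adjusted over 36 comparisons. Upstream regulator analysis rests on a commercial knowledge base and was not repeated. The genes that Tables S1 to S4 print under regulators were looked up in the counts instead. Gene coordinates, lengths and GC content came from GENCODE release M21 of GRCm38, in which 47139 symbols had exactly 1 gene, and the coordinates are those of the chromosomes of this build.

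The genes named were chosen by a rule set before the counts were examined: every gene that the paper names beside the RNA-seq, its regulators or its stains, in each strain the 5 largest rises and the 5 largest falls among DEG whose injured and uninjured libraries did not overlap and whose higher group had a mean of at least 50 normalized counts, the 4 genes with the smallest adjusted p in each of Tables S3 and S4, and listed marker genes of cell types and processes. Some items that the paper names are not reported here.

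The tests were first run on simulated counts with the means and library sizes of these libraries, in which 200 genes were changed. The edgeR test on 8 libraries called 166 genes of 14333, of which 158 were changed genes and 8 were not, and called none of 14399 genes when none was changed. DESeq2 1.42.0 called 242 of 15634 genes, of which 177 were changed genes and 65 were not. The interaction test called 115 of 16241 genes, of which 112 were changed genes.

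The alternatives tried were DESeq2 1.42.0 without and with a prior on fold changes, upper-quartile factors and total counts in place of TMM, no filter and a filter on at least 10 counts in every library, all 16 libraries in one fit, a test against a log2 fold change of 1, no threshold on the fold change, other backgrounds and directions for the pathways, and leaving out each library in turn. These were set before the data were examined. DESeq2 with a prior and all 16 libraries in one fit, an estimated correlation between genes in camera, and leaving out both libraries labelled uninjured replicate 4 were added after the data were seen. An alternative pseudocount was planned only for normalized values and did not apply to counts. Serum proteins, stains and tensile tests were not analysed here. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.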

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

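The tests of the labels, the epidermal markers and the depth of the libraries labelled uninjured replicate 4, the test of the muscle markers, and the estimated correlation between genes for the cell cycle set, were chosen after the results were seen. In 214 groups of 4 libraries examined, 16 had a library far from the other 3, where 10.7 would be expected by chance. Of the 16, 7 concerned the library labelled C57 uninjured replicate 4, 2 the library labelled MRL uninjured replicate 4 and 7 other libraries. A further 34 groups, in which at least 2 libraries had no counts, were not examined.

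The library labelled C57 uninjured replicate 4 had 16424 detected genes, compared with 18638 to 18920 in the other 3 uninjured C57 libraries. Its mean log2 CPM of the S and G2/M phase genes was 4.13, compared with 1.82 to 1.92. Its log2 CPM was 6.80 for Cadm1 (5.46 to 5.66 in the others), 6.59 for Cytl1 (9.05 to 9.47), 5.49 for Mkx (6.79 to 6.81), 0.22 for Nsg2 (2.74 to 2.87) and -3.05, which is no counts, for Synpo2 (3.83 to 4.36). Epidermal markers took 9.84% of its counts, 91.0 times the highest share of the other 3. In the library labelled MRL uninjured replicate 4, Cadm1 had a log2 CPM of 5.76 (7.35 to 7.62 in the others) and Cdkn1a of 8.93 (7.42 to 7.61).

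These libraries also differed from their groups in genes that separate the strains. Among the injured libraries, 49 genes had at least 20 counts in all 4 MRL libraries and at most 3 in all 4 C57 libraries, and 21 genes had the opposite pattern. Of the 49, 40 reached 20 counts in the library labelled C57 uninjured replicate 4 and none did in C57 uninjured replicates 1 to 3. Of the 21, 14 reached 20 counts in the library labelled MRL uninjured replicate 4 and at most 1 did in MRL uninjured replicates 1 to 3. In percent of all 70 genes, the library labelled C57 uninjured replicate 4 had the MRL state in 81.4% and the library labelled MRL uninjured replicate 4 had the C57 state in 85.7%. The first value is the lower of the 2 libraries, and it did not reach the 90% set for exchanged labels. That limit was also missed by MRL uninjured replicates 1 to 3, at 74.3% to 77.1% for their own strain, so it could not decide the question. Among the genes with either state, the shares in the state of the other strain were 91.9% (57 of 62) and 92.3% (60 of 65), and the uninjured replicates 1 to 3 of both strains had 95.2% to 100% in the state of their own strain. The comparison of the uninjured strains gave 0 DEG with the labels as given and 252 in the division that exchanges the strain labels of replicate 4 alone. Correlations across the 9236 genes with a mean log2 CPM over 3 differ between the 2 libraries. The library labelled MRL uninjured replicate 4 had a Spearman correlation of 0.90 to 0.91 with its own group. With C57 uninjured replicates 1 to 3 it had 0.94 to 0.95. The library labelled C57 uninjured replicate 4 had 0.7368 to 0.7548 with C57 uninjured replicates 1 to 3. With MRL uninjured replicates 1 to 3 it had 0.7445 to 0.7493, within that range. With the injured libraries it had 0.6986 to 0.7161 in C57. In MRL these were 0.7341, 0.7363, 0.7553 and 0.6938. Its correlations were thus low with every library and did not place it in either strain. Exchanged strain labels remain a candidate explanation, which the genes that separate the strains favour for both libraries. The correlations across these 9236 genes favour it for the MRL one and do not decide it for the C57 one. No label was changed on the basis of counts, and all results use the labels as given. Epidermal cells in the dissected tissue could explain both libraries only if both carried epidermal transcripts, and in the library labelled MRL uninjured replicate 4 the epidermal share was 0.389 times the highest of the other 3. Sequencing depth did not explain both, since 1 of the 2 totals lay outside the range of the other 14 libraries. For the library labelled C57 uninjured replicate 4 alone, epidermal tissue remains a candidate source of its 9.84%, and of the share of its cell cycle genes nothing was tested. No biological explanation for these libraries was tested, because the design gives none within a group.

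Skeletal muscle markers took 7.40% of the counts in the injured C57 library BI-181 and 0.235% in BI-183, compared with at most 0.00176% in the other C57 libraries. All 12 of the 12 muscle markers were higher in these 2 libraries than in any of the other 6 C57 libraries, which is consistent with muscle in the dissected tissue. The muscle shares of injured and uninjured libraries overlapped in both strains (0 strains without overlap), so muscle does not set the injured C57 group as a whole apart. By mean log2 CPM of these 12 markers, the MRL groups did not overlap, with -1.91 to -1.60 in injured and -1.37 to -0.79 in uninjured libraries. The exact permutation p was 0.0286, and 0.103 after adjustment over 36 comparisons. The markers took at most 0.00133% of the counts in any MRL library. Synpo2 spread widely in injured C57 tendons, from 6.83 to 325 CPM. With 1 library left out, its C57 log2 fold change was lowest without BI-181, at 0.24, and highest without BI-184, at 3.27. The rise thus depended on BI-181, but whether muscle carried the Synpo2 counts was not tested.

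The S and G2/M phase genes rose more in MRL than in C57, with a mean interaction of 1.61 on the log2 scale over 95 genes and a camera p of 2.65e-18 with a fixed correlation between genes. Of 100 drawn assignments of the strain labels within injured and uninjured libraries, 13 gave a p-value as small, so this p-value cannot be taken at face value. The real assignment is among the 13, and the other 12 had interactions from -1.43 to -1.76 as they were drawn. An assignment and its mirror, with all strain labels exchanged, were counted as 1. The mirror turns the sign and keeps the p-value, so the sign of a drawn interaction carries no information. Some of the 12 exceeded 1.61 in size. With the correlation between genes estimated, the cell cycle set interaction had a p of 0.0549. Without both libraries labelled uninjured replicate 4 the cell cycle set interaction was 1.03, with a p of 1.13e-11 under the fixed correlation, the setting chosen first, and of 0.120 under the estimated one. The 13 of 100 assignments were counted with the fixed correlation, which gives small p-values too often in these libraries. A different cell cycle response of the strains therefore remains a hypothesis, not told apart from chance by this count. The enrichment of Cell Cycle, Mitotic among MRL genes was not explained by depth, because after thinning every library to 12552424 counts its adjusted p was 4.49e-11. Its absence among C57 genes was not explained by the library labelled C57 uninjured replicate 4 alone, because the adjusted p without it was 1, although 32 genes of the set were then DEG in C57 where 1 had been.

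The 7 others were single values, fewer than the 10.7 that chance gives among all groups. Bcl2 had a log2 CPM of 4.30 in C57 uninjured replicate 2 (5.12 to 5.13 in the others) and Foxo3 of 4.35 in C57 BI-183 (3.62 to 3.69). In MRL uninjured replicate 1, the mean log2 CPM of the epidermal markers was 5.52 (-0.48 to 0.51 in the others) and Ubxn10 had 2.70 (1.14 to 1.39). MRL BI-275 had a total count of 18524170 (23274857 to 23741648 in the others) and no counts of Mettl7a3, a log2 CPM of -3.05 (1.57 to 2.38). Nrp1 had 5.36 in MRL BI-270 (4.94 to 5.01). No biological explanation was tested for these.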

How the results depend on the processing

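The tests that used DESeq2 with a prior and all 16 libraries in one fit, an estimated correlation between genes, or neither of the libraries labelled uninjured replicate 4 were chosen after the results were seen.

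The number of C57 DEG, 155, depended strongly on the processing. It was 901 with DESeq2, 870 with DESeq2 and a prior on fold changes, 269 with genes of at least 10 counts in every library, 367 with all 16 libraries in one fit and 10 when tested against a log2 fold change of 1. With DESeq2, a prior and all 16 libraries in one fit, which was chosen after the data were seen, it was 980. All 155 genes were among the 901 of DESeq2. The number of MRL DEG, 1057, was 1819 with DESeq2, 1665 with the prior and 269 when tested against a log2 fold change of 1, and stayed within 1.5 times 1057 with the other normalizations, filters and thresholds. Of the 1057, 1053 were among the 1819. On simulated counts DESeq2 called 65 unchanged genes and edgeR 8. Those counts had the spread of the MRL libraries and no outlying library, so they do not decide why DESeq2 called more genes in C57. The cause was not otherwise tested.

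Across the 8 fits that each left out one library, the C57 DEG ranged from 10 to 750 and the MRL DEG from 689 to 1260. Across the 16 such fits, the shared DEG ranged from 9 to 346 and the interaction gave 0 genes in each. The C57 maximum came without the library labelled C57 uninjured replicate 4, whose removal lowered the biological coefficient of variation from 0.605 to 0.485, while in MRL it was 0.476 with all libraries and 0.493 without the library labelled MRL uninjured replicate 4. Enriched pathways ranged from 0 to 23 in C57 and from 28 to 39 in MRL. The odds ratio of Cell Cycle, Mitotic ranged from 0 to 1.24 in C57 and from 2.502 to 3.10 in MRL, that of Extracellular matrix organization from 0 to 4.69 and from 2.22 to 2.91, and that of Signaling by Interleukins from 0 to 5.38 and from 0.911 to 1.56. The targets of Table S3 called in C57 ranged from 0 to 32 and in MRL from 3 to 6, and those of Table S4 from 0 to 32 in C57 and from 81 to 129 in MRL. The cell cycle interaction ranged from 1.04 to 1.86 and the DEG between uninjured strains from 0 to 3.

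The 89 shared DEG became 386 with DESeq2, 376 with the prior, 139 with at least 10 counts, 178 with all 16 libraries in one fit and 7 when tested against a log2 fold change of 1. They were 413 in the fit with the prior and all 16 libraries and 288 without both libraries labelled uninjured replicate 4, and both of these were chosen after the data were seen. The interaction gave 198 genes with DESeq2 and 0 genes under the other alternatives, with 1939 at an unadjusted p under 0.05 in the edgeR fit. The cause was not tested.

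The 3 enriched pathways in C57 became 44 with DESeq2, 7 with total counts, 1 without a filter, 21 with at least 10 counts, 10 with all 16 libraries, 7 with all tested genes as background and 5 with genes that rose only. The 38 in MRL became 17 with at least 10 counts and 82 with all tested genes as background. The ECM organization enrichment C57 tendons showed passed the threshold with DESeq2 (odds ratio 4.37, adjusted p 2.65e-10), total counts (4.27, 0.0307), at least 10 counts (5.24, 6.93e-05), all 16 libraries (4.47, 1.77e-05) and all tested genes as background (4.74, 0.0279). Cell Cycle, Mitotic lost the threshold in MRL with at least 10 counts (1.68, 0.0558), a filter that drops genes low before injury and so depends on the change itself. The odds ratio of Signaling by Interleukins went from below to above 1 in C57 with DESeq2 (1.74) and all 16 libraries (1.25), and from above to below 1 in MRL with upper-quartile factors (0.989), total counts (0.991) and at least 10 counts (0.675). Pathways were not computed for DESeq2 with a prior. The cause was not tested.

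The targets of Table S3 called in C57, 10, became 53 with DESeq2, 54 with the prior, 5 with upper-quartile factors, 24 with at least 10 counts, 27 with all 16 libraries and 76 in the fit with the prior and all 16 libraries. Those called in MRL, 3, became 7 with DESeq2, 6 with the prior, 0 with all 16 libraries and 0 in the fit with the prior and all 16 libraries. The targets of Table S4 called in C57, 0, became 13 with DESeq2, 12 with the prior, 1 with total counts and 2 with at least 10 counts. The cause was not tested.

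The share of DEG that were higher after injury was 84.5% in C57 and 71.0% in MRL. In MRL the split was 564 higher and 365 lower with at least 10 counts, against 750 and 307. The cell cycle set interaction of 1.61 kept its size but had a p of 0.0549 when the correlation between genes was estimated, and was 1.03 with a p of 0.120 under that correlation without both libraries labelled uninjured replicate 4. With the fixed correlation every setting gave a p-value under 0.05. Between the uninjured strains there were 0 DEG, and with the replicate number as a block there were also 0. There were 1 without a filter, 1 with at least 10 counts, 104 with DESeq2 and 497 without both libraries labelled uninjured replicate 4. Deviations of same-numbered libraries from their group means had a correlation of -0.14, and those of other pairs 0.04, so the numbers did not pair the libraries.

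Of the named genes, the Scx injury log2 fold change MRL tendons showed changed sign to 0.000235 without a filter, from a value as near to 0. Leaving out one library gave from -0.0263 to 0.50 for Tnmd in C57, and in MRL from -0.20 to 0.15 for Scx, from -0.52 to 0.19 for Cdkn1a, from -0.20 to 0.19 for Rb1, from -0.0538 to 0.31 for Acta2 and from -1.16 to 0.89 for Tnmd. Over all named genes and settings that kept every library, 533 values kept their direction and side of the threshold, 16 were weaker, 22 stronger and 1 reversed.

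The injured MRL libraries were deeper than the others. With every library thinned to 12552424 counts, 194 genes were DEG in C57 and 1063 in MRL, 154 and 1012 of them among the DEG at full depth.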

Differences from the paper's values

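The paper reports 891 DEG in C57, and 155 were found here. DESeq2 (901), DESeq2 with a prior on fold changes (870) and leaving out the library labelled C57 uninjured replicate 4 (750) were the alternatives set before the data were examined that came within 1.5 times the paper's number, and the other 14 did not. The fit with DESeq2, a prior and all 16 libraries, chosen after seeing the values, gave 980. For the genes that were higher after injury, the paper's number is 594 and 131 were found here. The same alternatives closed this gap, with 683, 674 and 524, and the fit chosen after seeing the values gave 709. For genes that were lower, the paper's number is 297 and 24 were found here. DESeq2 (218) and leaving out that library (226) closed the gap, and so did the fit chosen after seeing the values (271).

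For genes that were lower after injury in MRL, the paper's number is 611 and 307 were found here. DESeq2 (683), DESeq2 with a prior (608), no threshold on the fold change (480) and leaving out BI-274 (441) closed the gap, as did the fit chosen after seeing the values (500). The total of that fit, 1358, equals the paper's total for MRL, but its split was 858 higher and 500 lower where the paper gives 747 and 611.

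The paper reports 406 DEG shared by both strains, and 89 were found here. DESeq2 (386), DESeq2 with a prior (376) and leaving out the library labelled C57 uninjured replicate 4 (346) closed the gap, and the other alternatives set before the data were examined did not. The fit with the prior and all 16 libraries (413) and leaving out both libraries labelled uninjured replicate 4 (288) also did, and both were chosen after seeing the values.

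The paper reports 22 enriched pathways in C57, and 3 were found here. Keeping genes with at least 10 counts in every library (21) and leaving out the library labelled C57 uninjured replicate 4 (23) closed the gap, and the other alternatives set before the data were examined did not.

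The paper lists 76 TGFB1 target genes among its C57 DEG, and 10 were called here. DESeq2 (53) and DESeq2 with a prior (54) came within 1.5 times the paper's number. The fit with the prior and all 16 libraries, chosen after seeing the values, called all 76.

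The paper's log2 fold change of Ccl5 in MRL is 5.16 (its standard error 0.75), and 7.43 was found here. None of the 14 alternatives set before the data were examined closed the gap, and the fit with DESeq2, a prior and all 16 libraries, chosen after seeing the values, did. Under that fit the log2 fold changes of all 76 genes of Table S3 and all 160 genes of Table S4 were within 0.0029 and 0.0035 of the paper's.

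The paper describes a negative enrichment of cell cycle regulation in MRL tendons, whereas 88 of the 91 DEG of Cell Cycle, Mitotic were higher after injury in MRL here. The paper connects cyclin D1 pathways with C57 tendons, whereas Ccnd1 had a log2 fold change of 0.98 with an adjusted p of 0.573 in C57 (edgeR) and of 3.57 with an adjusted p of 0.00416 in MRL (edgeR). Of the alternatives run, only the fit without the library labelled C57 uninjured replicate 4 called Ccnd1 in C57 (2.20, adjusted p 0.0346). The paper names signaling by interleukins as enriched in MRL, whereas Signaling by Interleukins had an odds ratio of 1.06 there with an adjusted p of 1, and none of the alternatives run brought it past the threshold. The sets of the Reactome website that the paper used were not used here. A set of the same name may hold other genes, so this difference does not decide whether the paper's interleukin result holds. The paper names extracellular matrix organization as enriched in C57, where Extracellular matrix organization had an odds ratio of 3.96 with an adjusted p of 0.129. It passed the threshold with DESeq2, with total counts, with at least 10 counts in every library, with all 16 libraries in one fit, with all tested genes as background and without the library labelled C57 uninjured replicate 4. The paper also names cytokine signaling, where Cytokine Signaling in Immune system had an odds ratio of 2.96 with an adjusted p of 0.445, and without the library labelled C57 uninjured replicate 4 it was enriched (2.16, adjusted p 0.0333). The paper names collagen formation, ECM proteoglycans and integrin interactions as enriched in C57, where the odds ratios found here were 1.25, 0 and 2.22 with adjusted p of 1. The paper names degradation of the ECM as enriched in C57, where Degradation of the extracellular matrix had an odds ratio of 4.15 with an adjusted p of 0.579, and without the library labelled C57 uninjured replicate 4 it was enriched (3.34, adjusted p 0.0128). Tnfrsf11a, a target that the paper calls in C57, had an adjusted p of 0.0556 here. It was called with DESeq2, with DESeq2 and a prior, without a filter, with at least 10 counts in every library, with all 16 libraries in one fit and without the library labelled C57 uninjured replicate 4, and in the fit with the prior and all 16 libraries, which was chosen after seeing the values.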

Other observations

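Of the tests below, those that left out both libraries labelled uninjured replicate 4 and the fit with DESeq2, a prior and all 16 libraries were chosen after the results were seen.

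For the other ways of dividing the 8 libraries of a strain into 4 and 4, which number 35 with the real one, 1 of 35 gave as many DEG as the real division in C57 and 1 of 35 in MRL, in each case the real one. The other 34 divisions of each strain gave 0 DEG, so they had no genes to test for pathways or to look up, and the numbers that follow decide nothing beyond the number of DEG. They were 1 of 35 for the number of enriched pathways in C57 and in MRL, 1 of 35 for Cell Cycle, Mitotic, Extracellular matrix organization and Signaling by Interleukins in each strain, 1 of 35 for the targets of Table S3 in C57 and in MRL, and 1 of 35 for the targets of Table S4 in MRL. For the shared DEG, 1 of 100 drawn pairs of divisions gave as many, the real pair, since any other pair has a division without DEG. For the targets of Table S4 in C57, none of which was called although 37 had an unadjusted p under 0.05, 35 of 35 gave as many, which any division does. Under the fit with the prior and all 16 libraries, the lists hold genes called in 1 strain only, so their number in the other strain is no measure of a difference between the strains. For the interaction, which gave 0 genes, 100 of 100 drawn assignments out of 560 gave as many. This decides nothing, because no assignment gives fewer than 0, and 7 of the 100 gave between 1 and 41 genes.

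The uninjured tendons of the strains were compared as well. No gene of 14055 was a DEG between uninjured MRL and C57 tendons (smallest adjusted p 0.0746, edgeR's quasi-likelihood test), and 1106 had an unadjusted p under 0.05. With the replicate number as a block there were also 0, and deviations from the group means had a mean correlation of -0.14 for same-numbered libraries and of 0.0415 for other pairs. Of the 8 divisions of these libraries that part every same-numbered pair, 8 gave as many genes, and so few divisions cannot give a share under 0.05. The other divisions exchange the strain labels of 1 or more replicate numbers, and the one that exchanges those of replicate 4 gave 252 genes, with 1804 at an unadjusted p under 0.05. The remaining 6 gave 0, with 362 to 679 at an unadjusted p under 0.05. When 1 uninjured library of each strain was left out, the pair labelled replicate 4 gave 497 DEG and the other 15 pairs gave 0 or 1. These values are reported without a conclusion on the labels.

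MRL had 6.82 times as many DEG as C57. With every library thinned to the same total the ratio was 5.48, so sequencing depth did not account for it. With one estimate of the spread from all 16 libraries the ratio was 2.19, and without the library labelled C57 uninjured replicate 4 it was 1.41, and without both libraries labelled uninjured replicate 4 it was 1.21. The biological coefficient of variation was 0.605 in C57 and 0.476 in MRL, and 0.485 and 0.493 without the library labelled uninjured replicate 4 of the strain, so the larger spread between the C57 replicates came with that single library and is not a separate cause. It may account for much of the excess. Whether an excess remains is not decided by ratios above 1, because the MRL DEG ranged from 689 to 1260 with 1 library left out, on both sides of the 750 of C57. Without both libraries the C57 tendons had 750 DEG and the MRL tendons 909, with 288 shared, of which 287 changed in the same direction. The log2 fold changes of both strains then correlated across genes with r = 0.52, where genes are not independent replicates, and 805 of 874 MRL DEG had the same sign in C57. The interaction gave 0 genes, with 1735 at an unadjusted p under 0.05.

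The injury response was not strongly related to the length or GC content of the transcripts, which 97.4% of the 13567 genes had. Spearman's rho across genes of length and log2 fold change was -0.186 in MRL and -0.0477 in C57, under the 0.2 set beforehand, and the rho of GC content was at most 0.0502 in size, at -0.0502 in MRL. The value for length in MRL is close to that limit.

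Immediate early genes were lower in injured than in uninjured MRL tendons, by 1.17 on the log2 scale (mean of 14 genes, 5.96 ± 0.50 against 7.13 ± 1.19, SD, n = 4 each), but the exact permutation p was 0.0857 and the highest value, 8.88, was in the library labelled MRL uninjured replicate 4. Without that library the difference was -0.59 (exact permutation p = 0.171). Heat shock genes were lower in all 4 injured than in all 4 uninjured MRL libraries, by 0.43 on the log2 scale (exact permutation p = 0.0286, 0.103 after adjustment over 36 comparisons). Handling of the uninjured tendons at dissection may contribute, as a hypothesis. A different hour of sampling was tested with a clock index, which differed by -0.47 between injured and uninjured MRL tendons with overlapping groups. The overlap came from the library labelled MRL uninjured replicate 4 alone, at -0.49, since the other 3 had 2.01 to 2.79 and the injured libraries 0.37 to 1.62, so a different hour was not ruled out. The mean of 11 circadian genes was lower after injury by 0.84 (exact permutation p = 0.0286, 0.103 adjusted).

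The transcripts of proteins that the paper stained or measured in serum were also counted. Adgre1, the gene of F4/80, rose in both strains, with log2 fold changes of 2.01 in C57 (standard error 0.38, adjusted p = 0.0479, edgeR) and 1.67 in MRL (standard error 0.40, adjusted p = 0.0265, edgeR), and the interaction had an unadjusted p of 0.505. The call of Adgre1 was lost in 6 of the 8 fits that left out 1 library in C57 and in 4 of 8 in MRL. The mean log2 CPM of 10 macrophage genes rose by 2.23 in C57 (exact permutation p = 0.0286, higher in 4 of 4 injured libraries than in any uninjured one) and by 0.83 in MRL (exact permutation p = 0.0571), with adjusted p of 0.103 and 0.147, and the difference between strains was not tested for this set. Acta2, the gene of α-SMA, had log2 fold changes of 1.46 in C57 (standard error 0.91, adjusted p = 0.486, edgeR) and 0.13 in MRL (standard error 0.30, adjusted p = 0.813, edgeR). Bcl2 had -0.59 in C57 and -0.53 in MRL (adjusted p = 0.336 and 0.384, edgeR), and the interaction was 0.01. Pcna had 0.21 in C57 and 1.01 in MRL (adjusted p = 0.654 and 0.0558, edgeR). Col1a1 did not pass the threshold in either strain, and Cxcl9 was too low to be tested.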
